# Cripto is essential to capture mouse epiblast stem cell and human embryonic stem cell pluripotency

**DOI:** 10.1038/ncomms12589

**Published:** 2016-09-02

**Authors:** Alessandro Fiorenzano, Emilia Pascale, Cristina D'Aniello, Dario Acampora, Cecilia Bassalert, Francesco Russo, Gennaro Andolfi, Mauro Biffoni, Federica Francescangeli, Ann Zeuner, Claudia Angelini, Claire Chazaud, Eduardo J. Patriarca, Annalisa Fico, Gabriella Minchiotti

## Abstract

Known molecular determinants of developmental plasticity are mainly transcription factors, while the extrinsic regulation of this process has been largely unexplored. Here we identify Cripto as one of the earliest epiblast markers and a key extracellular determinant of the naive and primed pluripotent states. We demonstrate that Cripto sustains mouse embryonic stem cell (ESC) self-renewal by modulating Wnt/β-catenin, whereas it maintains mouse epiblast stem cell (EpiSC) and human ESC pluripotency through Nodal/Smad2. Moreover, we provide unprecedented evidence that Cripto controls the metabolic reprogramming in ESCs to EpiSC transition. Remarkably, Cripto deficiency attenuates ESC lineage restriction *in vitro* and *in vivo*, and permits ESC transdifferentiation into trophectoderm lineage, suggesting that Cripto has earlier functions than previously recognized. All together, our studies provide novel insights into the current model of mammalian pluripotency and contribute to the understanding of the extrinsic regulation of the first cell lineage decision in the embryo.

## Abstract (web summary)

Stem cell plasticity is crucial for early embryo development and the differentiation of stem cells. Here, the authors show that the extracellular protein Cripto sustains mouse ESC self-renewal and maintains mouse EpiSC as well as human ESC pluripotency and controls the metabolic reprogramming in ESCs to EpiSC transition.

In mammals, pluripotency is maintained in the inner cell mass (ICM) of early embryo during the formation of epiblast (EPI), which is shielded from extraembryonic differentiation and concomitantly gains the capacity to generate all cell types of the organism. The formation of these lineages results from two subsequent cell fate decisions. The first, occurring at the 16- to 32-cell stage, determines the specification of trophectoderm (TE) and ICM; the second cell-fate decision controls the formation of the primitive endoderm (PrE) and EPI within the ICM. The emergence of the pluripotent EPI and PrE lineages within the ICM involves initial co-expression of lineage-associated markers followed by a salt-and-pepper distribution of lineage-biased cells until the time of implantation when cell lineages determination is established^1^,^2^. Two distinct states of mouse pluripotency can be captured *in vitr*o, that is, embryonic stem cells (ESCs) and EPI stem cells (EpiSCs), which reflect the ground-state naive and the primed EPI, respectively^3^. Although ESCs grow as packed domed colonies and are stabilized by leukemia inhibitory factor (LIF)/Stat3 signalling, mEpiSCs depend on basic fibroblast growth factor (bFGF) and transforming growth factor-β (TGFβ)/Activin signalling and are characterized by a flattened morphology^4^,^5^. Mouse EpiSCs can be also generated *in vitro* from ESCs, providing a useful model system to study pluripotent state transition that occurs at implantation^6^. Unlike mouse ESCs, human ESCs (hESCs) depend on TGFβ/Activin signalling and share common features of mEpiSCs with respect to growth requirements, morphology, clonogenicity and gene expression patterns^3^. Mouse ESC (mESC) cultures are not homogeneous but comprise dynamically interchanging subpopulations^7^,^8^. This heterogeneity probably reflects the developmental plasticity of the early mouse embryo; however, a mechanistic understanding of this metastability *in vitro* is still far from complete. Specifically, which is the precise correlation of these different pluripotency states with the *in vivo* equivalents is still a question of debate. Known molecular markers of such plasticity are mainly transcription factors operating within a pluripotency gene regulatory network^9^. More recently, metabolites are emerging as key regulators of stem cell plasticity, acting as epigenetic modifiers^10^,^11^; however, much less is known on the role of microenvironment. Indeed, elucidation of the extrinsic mechanisms that control stem cell plasticity is crucial for understanding both early embryo development and controlling the differentiation potential of pluripotent stem cells^12^. In the attempt to shed lights on this issue, we focused on the glycosylphosphatidylinositol (GPI)-anchored extracellular protein Cripto. Cripto is a key developmental factor and a multifunctional signalling molecule^13^. In the mouse embryo, *Cripto* is essential for primitive streak formation and patterning of the anterior–posterior axis during gastrulation^14^ and it negatively regulates ESC neural differentiation while permitting cardiac differentiation^15^. Although largely considered as a stem cell surface marker^16^, no studies so far have directly investigated its functional role in pluripotency. In this study, we report the consequences of genetic and pharmacological modulation of Cripto signalling on the generation and/or maintenance of mEpiSCs and hESCs.

## Results

### Cripto heterogeneity in the early blastocyst and ESCs

In the pre-implantation embryo (E3.5), Cripto messenger RNA and protein were present in the blastomeres of the ICM in a salt-and-pepper pattern (Fig. 1). Indeed, Cripto expression was highly enriched in Nanog-expressing cells, whereas it was absent in PrE cells and TE marked by *Cdx2* (Fig. 1a,b)^17^. After cell sorting at E4.5, Cripto was co-expressed with Pecam1, a membrane EPI marker, but not Disabled 2, which labels the PrE (Fig. 1c), as was previously shown^18^,^19^. Thus, *in situ* expression analysis revealed that Cripto is homogeneously expressed in EPI cells only as early as EPI versus PrE specification occurs within the ICM, earlier than previously reported^18^,^19^. Cripto remains strongly expressed in the maturing EPI until gastrulation where it becomes restricted to the primitive streak^14^,^20^.

To assess whether the heterogeneous distribution of Cripto *in vivo* was retained *in vitro*, we analysed Cripto protein distribution in serum/LIF ESC cultures^9^. Immunofluorescence and fluorescence-activated cell sorting (FACS) analysis showed a heterogeneous pattern of surface Cripto protein expression (Fig. 2a,b) and revealed that ESCs clearly segregated in two cell populations of Cripto^High^ and Cripto^Low^, which rapidly returned to the equilibrium under ESC self-renewing conditions (Fig. 2b). Interestingly, Cripto expression increased in 2i/LIF culture conditions (Supplementary Fig. 1a), in which ESCs show lower expression of lineage-associated genes and are closer to the pluripotent cells of the ICM^6^,^21^. The dynamic equilibrium of distinct functional states in serum ESCs is characterized by the heterogeneous expression of different pluripotency transcription factors, for example, *Nanog*, *Stella (Dppa3)* and *Esrrb*. We thus evaluated the expression of pluripotency markers in the Cripto^Low^ and Cripto^High^ cell populations and found that it was significantly reduced in Cripto^Low^ post sorting, whereas it rapidly returned to the equilibrium after *in vitro* culture (Fig. 2c). On the contrary, *Oct4*, which is homogeneously expressed in serum/LIF ESCs^22^, was expressed at comparable levels in the two subpopulations (Fig. 2c). These data indicated that Cripto protein levels dynamically fluctuate in ESCs and correlate with the metastable expression of key pluripotency transcription factors. A similar heterogeneous and fluctuating expression of Cripto has been recently described in patient-derived colon cancer stem cells, where Cripto positivity oscillates in correspondence to increased stemness states^23^, and in a human glioblastoma cell line^24^. Interestingly, fluctuations of Cripto protein levels occurred on small variations of the transcript (Fig. 2c), suggesting that regulation does not primarily occur at a transcriptional level as described in colon cancer stem cells^23^.

### Decreased self-renewal properties of Cripto KO ESCs

To assess the relevance of the correlation between *Cripto* and the expression of pluripotency genes to potency and fate choice, we analysed two independent Cripto Knock Out (KO) ESC (KO.1 and KO.2) clones. Similar to that observed in Cripto^Low^ and Cripto^High^ cell populations, the pluripotency genes were downregulated in both Cripto KO ESC clones compared with Control (Fig. 2d). Despite this molecular signature, Cripto KO ESCs propagated at high density retained the capacity to form tightly packed dome*-*shaped colonies. Nevertheless, when Cripto KO ESCs were plated at low density in a colony-formation assay, the colonies with a flat morphology and a partial/low alkaline phosphate (AP) staining significantly increased, at the expense of the typical dome-like AP^+^ ESC colonies (Fig. 2e). Interestingly, this phenotype was rescued by the addition of either recombinant Wnt3a (Fig. 2e), which is a key regulator of ESC self-renewal^25^, or the glycogen synthase kinase 3 inhibitor CHIR99021, a selective inhibitor of β-catenin degradation, as well as in 2i/LIF culture conditions (Fig. 2e and Supplementary Fig. 1b). We thus reasoned that Cripto deficiency might affect sensitivity to Wnt signalling and eventually ESC self-renewal *in vitro*. We thus measured Wnt/β-catenin activity in wild-type (WT) and Cripto KO ESCs using the TOP flash/luciferase reporter construct. Cripto KO ESCs showed reduced luciferase activity already at baseline conditions, which persisted on stimulation with increasing doses (5–10 ng ml^−1^) of Wnt3a. On the contrary, addition of high doses of Wnt3a (50 ng ml^−1^) to WT and Cripto KO ESCs resulted in similar activation of the reporter (Fig. 2f). In line with these findings, Cripto KO ESCs showed decreased levels of nuclear β-catenin, which increased on chemical activation of Wnt/β-catenin pathway (Supplementary Fig. 1c). Accordingly, expression of the Wnt target gene *Lef1* was downregulated in two independent Cripto KO ESC clones (Supplementary Fig. 1d). Interestingly, Cripto is able to positively modulate Wnt signalling in human mammary epithelial and mouse teratocarcinoma cells, but only on Wnt administration^26^. Maintenance of ESCs *in vitro* also depends on extracellular signalling by LIF and Bmp4. Stimulation of WT and Cripto KO ESCs with either LIF or Bmp4 resulted in similar increase of the phosphorylation of the intracellular effectors Stat3 and Smad1/5, respectively (Supplementary Fig. 1e). All together, these findings indicate that Cripto genetic ablation reduced ESC self-renewal efficiency in fetal bovine serum (FBS)/LIF but not in 2i/LIF culture conditions^27^ and suggest that Cripto KO specifically altered Wnt response in ESCs. In line with the idea that *Cripto* KO reduced ESC self-renewal properties, we found substantial differences in the efficiency and latency of Cripto KO ESC-derived teratomas (Fig. 2g) but not in their histological composition (Supplementary Fig. 1f) as previously reported^28^.

### Cripto controls the metabolic switch in ESC→EpiSC transition

Our *in vivo* and *in vitro* findings led us to hypothesize that Cripto may have a functional role in the narrow window in which the cells within the ICM are primed to become EpiSCs. To assess this issue directly, WT and Cripto KO ESCs were treated with bFGF (F) and Activin (A), previously shown to permit *in vitro* EpiSC derivation and maintenance^6^. Control cells developed EpiSCs-like flat-shaped colonies with tightly packed cells and highly positive for the tight-junction protein Claudin6 (ref. 29) (Fig. 3a,b). Conversely, Cripto KO ESCs developed less compacted and morphologically highly heterogeneous colonies showing large areas of Claudin6-negative cells and increased proliferation (Fig. 3a–c and Supplementary Fig. 2a). Interestingly, surface Cripto protein was expressed at higher levels in WT EpiSCs than in serum/LIF ESCs (Supplementary Fig. 2b) consistent with its *in vivo* expression, which is higher in late blastocyst (Fig. 1b,c). 

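R1 mouse ESCs, either WT or with Cripto knocked out (Cripto KO), were grown in serum/LIF or for 6 days with basic FGF and Activin A at 20 ng per ml (F/A), the medium that converts ESCs into epiblast stem cells (EpiSCs). RNA of each of these 4 cultures was sequenced as 1 paired-end library on a HiSeq 2500, so no value has a replicate error and every difference is between libraries of single cultures. The authors aligned the reads to the mm9 build of the mouse genome with TopHat2 2.0.13, counted them on the genes of Ensembl 67 with htseq-count 0.6.1p1 and deposited whole-number counts, with a further table in which the counts had been quantile-normalized and genes of low expression removed. Raw counts on genes summed to 15230856 in F/A WT, 17315442 in serum/LIF WT, 15740587 in F/A Cripto KO and 16260578 in serum/LIF Cripto KO. Genes with at least 1 count numbered 20801, 21377, 18700 and 21011 in the same order, and the 10 most abundant genes took between 4.23% and 5.49% of a library. In F/A Cripto KO only 3 of the genes with counts had an odd count, which was 0.0160% (95% Wilson interval 0.00546% to 0.0472%), whereas the share was 53.1% in F/A WT, 53.6% in serum/LIF WT and 53.2% in serum/LIF Cripto KO. The counts of that library were halved wherever an interval was computed. The calls and their probabilities used the values as deposited, so they make no allowance for duplicate counting in that library. Its detection limit was set at 6 counts, or 0.381 cpm, and that of the other 3 libraries at 3 counts, or 0.173 to 0.197 cpm. Tdgf1, the mouse gene of Cripto (ENSMUSG00000032494, chromosome 9 of NCBIM37 from 110842114 to 110848662), had 1572 raw counts in F/A WT, 18714 in serum/LIF WT, 86 in F/A Cripto KO and 945 in serum/LIF Cripto KO. The Cripto KO level was 5.62% of the WT level in F/A (95% interval of the ratio 0.0382 to 0.0716), and the log2 ratio in serum/LIF was −4.13 (0.0503 to 0.0574). Log2 changes were taken between the normalized values, with 0 replaced by 0.5, for F/A against serum/LIF within each genotype and for Cripto KO against WT within each culture. A gene was called deregulated at a fold of at least 2 and a NOISeq-sim probability of at least 0.95, the mean of 10 runs, as in the paper's methods. Ratios of single genes carry 95% Clopper-Pearson intervals from the raw counts scaled by the library totals, while the ratios come from the normalized values and need not lie in the middle of them. Intervals and detection limits cover counting error only, not the difference between repeated cultures. A fold against a library at or under its detection limit is given as a lower bound, which is the fold of the scaled raw counts against that limit. This bound is not a 95% limit, and the lower end of the counting interval can lie under it. Lists of genes were set beside 10000 random lists of the same size matched on mean expression, which describes these libraries and gives no p-value.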

We first verified that Activin and/or FGF signalling were efficiently induced in Cripto KO ESCs (Fig. 3d and Supplementary Fig. 2c) and then performed RNA-sequencing (RNA-Seq) transcriptome profiling of WT and Cripto KO ESC→EpiSC transition. 

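Of the genes that passed the authors' filter, 2483 (16.1%) were called deregulated between F/A and serum/LIF in WT cells, with 1376 higher and 1107 lower in F/A. In Cripto KO cells 2159 genes (14.0%) were called, of which 1180 were higher and 979 lower. Protein-coding genes made up 2386 of the WT and 2073 of the Cripto KO calls. The probability threshold was the choice that moved these counts most, since 6662 genes in WT and 6077 in Cripto KO passed the fold threshold alone. The counts rest on simulated libraries scaled by their own totals. When the simulated libraries were scaled by the full library totals, an alternative chosen after seeing the data, 3668 genes were called in WT and 3202 in Cripto KO, of which 3425 and 2999 were protein-coding. The paper's Supplementary Data 1 and 2 list 3270 genes for WT and 2974 for Cripto KO, and the copies used here hold 1998 rows of each. For the 1919 genes matched by name in the WT copy, the probability differed from the paper's by a median of 0.00243 with the own totals and of 0.000144 with the full totals. Called genes with at least 200 raw counts in the higher library were ordered by their log2 change with 0 replaced by 0.5, an order that rests on this replacement where a library is at its detection limit, so that the lower bounds do not place these genes above others. The first in this order among the increases in WT were Aplnr (2358 raw counts in F/A and 1 in serum/LIF, at least 894-fold), Klhl4 (920 and 0, at least 349-fold) and Cyp26a1 (4821 and 4, 1677-fold, interval 535 to 5031). The first among the decreases were Nr0b1 (from 4045 counts to 0, at least 1186-fold), Sohlh2 (from 3093 to 0, at least 907-fold) and Rpl10l (from 2925 to 0, at least 858-fold). The count of Rpl10l is uncertain because Rpl10 is near-identical. In Cripto KO cells the first among the increases were Shh (2108 counts in F/A and 0 in serum/LIF, at least 726-fold), Aplnr (at least 811-fold) and Actc1 (at least 303-fold), and among the decreases Nr0b1 (at least 694-fold), Nphs1 (at least 409-fold) and Sohlh2 (at least 345-fold). Each "at least" value is the fold against the detection limit, and counting error allows smaller folds. The lower end of the counting interval was 481 for Aplnr and 283 for Klhl4 in WT. In Cripto KO it was 436 for Aplnr and 245 for Actc1.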

As expected, culture conditions of EpiSC induction (F/A) extensively modified the transcriptome of both WT and Cripto KO ESCs, deregulating ∼3,000 protein-coding genes (≥2-fold, posterior probability (PP)≥0.95; Supplementary Data 1,2). However, F/A-treated Cripto KO ESCs showed downregulation of both EpiSCs markers (*Fgf5*, *Otx2*, *Cerberus*, *Brachyury* (*Bra*), *Sox17* and *Foxa2*) and the pluripotency genes (*Oct4* and *Nanog*)^30^ (Fig. 3e). These results were further validated by quantitative PCR (qPCR) analysis using two independent Cripto KO ESC clones, showing that this set of genes were significantly downregulated in both biological replicates (Fig. 3f and Supplementary Fig. 2d). 

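All 8 of these markers had a lower normalized value in F/A Cripto KO than in F/A WT, and all 8 ratios had an interval below 1. The decrease reached 2-fold for 5 markers, and 4 of them (Fgf5, Otx2, Cer1 and Sox17) also passed the probability threshold. Fgf5 (ENSMUSG00000029337, chromosome 5 of NCBIM37 from 98683203 to 98706049) had 2206 raw counts in F/A WT and 394 in F/A Cripto KO, a log2 ratio of −2.54 (ratio 0.172, 95% interval 0.149 to 0.200). Cer1, the gene of Cerberus (ENSMUSG00000038192, chromosome 4 from 82527655 to 82531052), had 467 and 82 counts and a log2 ratio of −2.50 (ratio 0.176, 0.120 to 0.234). Otx2 (ENSMUSG00000021848, chromosome 14 from 49277354 to 49287319) decreased from 2375 to 678 counts, a ratio of 0.280 (0.246 to 0.310). It was the only marker whose direction differed between the genotypes, with a log2 change from serum/LIF to F/A of 0.95 in WT and −0.61 in Cripto KO. Sox17 (ENSMUSG00000025902, chromosome 1 from 4481009 to 4486494) had 688 counts in F/A WT and 270 in F/A Cripto KO, a ratio of 0.385 (0.313 to 0.457). The pluripotency gene Nanog (ENSMUSG00000012396, chromosome 6 from 122657507 to 122664651) had 259 and 126 counts, a log2 ratio of −1.05, and Pou5f1, which encodes Oct4 (ENSMUSG00000024406, chromosome 17 from 35642982 to 35647721), had 1810 and 1216 counts, a log2 ratio of −0.60. The smaller decreases included those of T, the gene of Brachyury (ENSMUSG00000062327, chromosome 17 from 8627288 to 8635361), with 8748 and 5598 counts and a ratio of 0.598 (0.593 to 0.646), and of Foxa2 (ENSMUSG00000037025, chromosome 2 from 147868613 to 147872705), with 1360 and 900 counts and a ratio of 0.645 (0.574 to 0.713). The direction of all 8 held under each of the 5 alternatives that were computed, and the value that moved most was the log2 ratio of T, from −0.74 to −0.66 with the TMM factors.

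**Figure D1:**
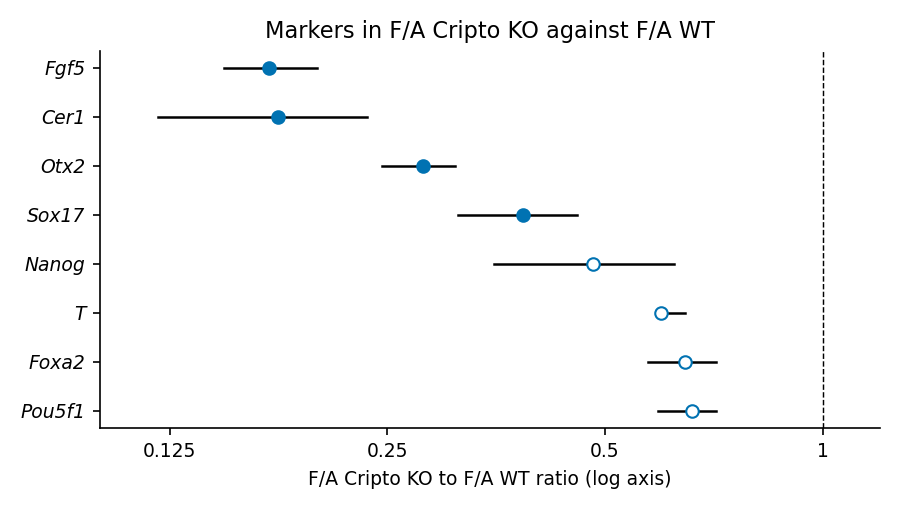
Ratio of the normalized value in F/A Cripto KO to that in F/A WT (x axis, logarithmic) for the 8 markers. Lines are 95% Clopper-Pearson intervals from raw counts scaled by the library totals, filled points are markers that passed the fold and probability thresholds, the dashed line marks equal values, and all 8 intervals lie to its left.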

Consistent with these findings, *Cripto* complementary DNA (cDNA) overexpression was able to fully rescue EpiSCs markers' expression in Cripto KO ESC→EpiSC transition (Supplementary Fig. 2e,f). Remarkably, immunofluorescence analysis revealed that the number of Nanog-, Oct4-, Otx2-, Foxa2- and Sox17-positive cells were all severely reduced in F/A Cripto KO cells (Fig. 3g and Supplementary Fig. 2g), thus further supporting the idea that ESC→EpiSC transition was impaired. Interestingly, besides a set of ∼2,300 (∼70%) common genes deregulated in both WT and Cripto KO ESC→EpiSC transition, we identified two different sets of genes that were uniquely deregulated (Fig. 4a and Supplementary Data 3). Specifically, Gene Ontology (GO) analysis showed that a large cluster of genes coding for components of the five respiratory electron transport complexes, which are involved in mitochondrial oxidative phosphorylation, were downregulated only in WT ESC→EpiSC transition (*P*-value=1.2 × 10^–19^), whereas their expression was unvaried in Cripto KO (Fig. 4b,c). 

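Called genes were shared by the WT and the Cripto KO transition in 1631 cases, which was 65.7% of the WT calls, 75.5% of the Cripto KO calls and 54.2% of the genes called in either. The direction was the same for 1630 of them, and the exception was Crabp1, a gene named here after its values were seen. Across all genes that passed the filter, the log2 changes of the WT and Cripto KO transitions had a Pearson r of 0.91 and a Spearman rho of 0.87, although genes are not independent replicates. A further 852 genes were called in WT only, 436 higher and 416 lower in F/A. Of these, 839 (98.5%) changed in the same direction in Cripto KO cells and 412 (48.4%) also changed at least 2-fold in that direction. Their median absolute log2 change was 1.61 in WT, and their median log2 change in Cripto KO, signed by the WT direction, was 0.99. With 1 library per condition the difference between the genotypes could not be tested gene by gene. Of the genes called in either transition, 705 had log2 changes that differed by at least 1 between the genotypes. The paper's Supplementary Data 3 lists 979 genes for WT only, of which 908 could be named here, and 533 of these were among the genes called here in WT only. With the simulated libraries scaled by the full library totals, 2501 genes were called in both transitions, 1167 in WT only, and 897 of the named genes were shared with the paper's list.

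**Figure D2:**
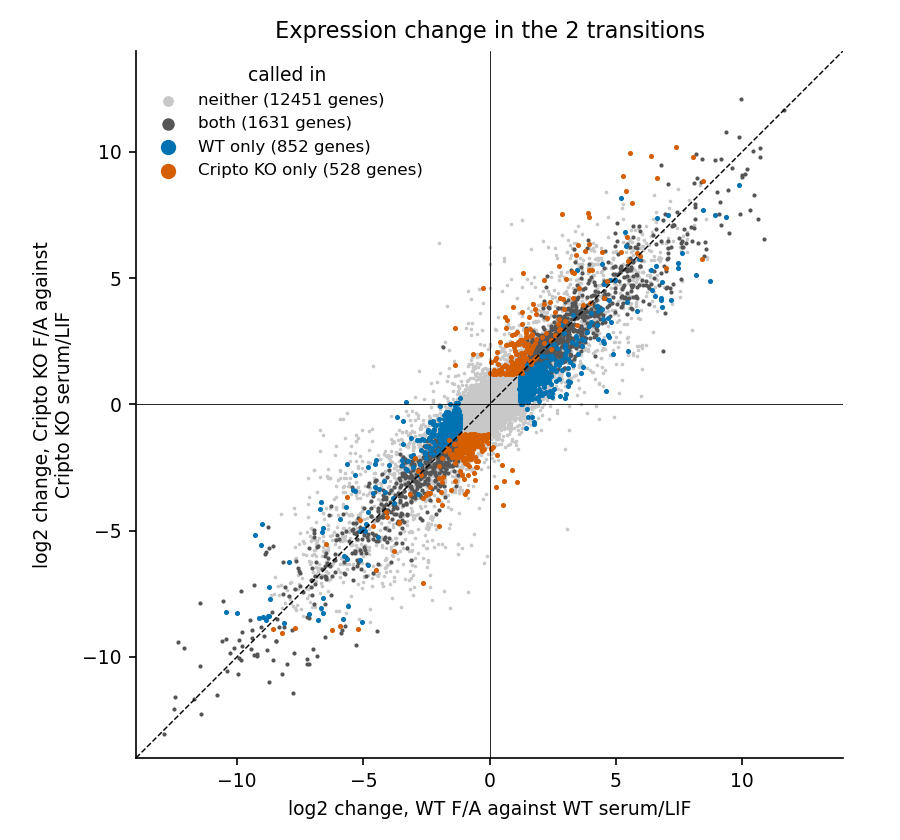
Log2 change from serum/LIF to F/A in WT (x axis) and in Cripto KO (y axis) for each gene of the normalized table, coloured by the transition in which it was called. The dashed line marks equal change, and most genes called in only WT or only Cripto KO lie in the same quadrant as those called in both.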

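A list of 79 genes encoding the nuclear subunits of the 5 respiratory chain complexes and cytochrome c was used, of which 78 passed the authors' filter. The study shows 37 of them in Fig. 4c, where it had selected them from these libraries. All 78 were lower in F/A WT than in serum/LIF WT, with a median log2 change of −1.21, and 95% of the matched random lists had a median between −0.32 and 0.17. In Cripto KO cells 69 of the 78 were lower in F/A, with a median of −0.45, which was below each of the 10000 random lists (95% of them between −0.26 and 0.14). The decrease reached 2-fold for 52 subunits in WT and 8 in Cripto KO. The fold and probability thresholds were passed by 36 subunits in WT and 2 in Cripto KO, and by 34 in WT only. The median difference between the 2 log2 changes of a subunit was 0.79 (random lists −0.15 to 0.14), and 77 of the 78 fell further in WT. Such a difference was not specific to the respiratory chain. It also lay above random lists for the cytosolic ribosome (0.68), the mitochondrial ribosome (0.58), the proteasome (0.51) and glycolysis (0.45). For the mitochondrially encoded genes it lay inside them (−0.0026). The median log2 change in WT and Cripto KO was −1.16 and −0.33 for the 37 subunits of complex I, −0.90 and −0.36 for the 4 of complex II, −1.13 and −0.45 for the 9 of complex III, −1.69 and −0.79 for the 11 of complex IV, and −1.16 and −0.53 for the 16 of complex V. Set side by side, the subunits were higher in F/A Cripto KO than in F/A WT (median log2 ratio 0.51) and lower in serum/LIF Cripto KO than in serum/LIF WT (−0.28). Cox4i1 (ENSMUSG00000031818, chromosome 8 of NCBIM37 from 123192190 to 123198109), the gene of Fig. 4c with the most raw counts in serum/LIF WT, decreased from 9591 to 2469 counts in WT (ratio 0.281, 95% interval 0.280 to 0.306) and from 8101 to 4454 in Cripto KO (ratio 0.577, 0.542 to 0.595). All 42 genes drawn as downregulated in Fig. 4c were lower in F/A in both genotypes, with a median log2 change of −1.52 in WT and −0.57 in Cripto KO, where 8 of them decreased at least 2-fold. Of these genes, 35 were called in WT only. Among the 41 subunits that the study did not show, the median was −0.88 in WT and −0.21 in Cripto KO, which lay inside the range of random lists, and the median difference was 0.66. Of the 5 genes drawn as upregulated in Fig. 4c, 4 passed the filter, with a median log2 change of 3.80 in WT and 1.58 in Cripto KO. In WT 3 of the 4 were higher in F/A, and 1, Slc16a3, taken for the label Mct4, was lower (log2 change −0.18). The higher genes included Slc39a2, with 95 raw counts in F/A WT and 4 in serum/LIF WT (log2 change 5.02), and Slc44a5, with 97 and 0 (at least 36.8-fold). Log2 changes also followed transcript length. Across 9356 genes with a mean normalized value over 200, the difference between the log2 changes of the Cripto KO and WT transitions fell with the median transcript length of the gene (Spearman rho −0.44 across genes), with a median of 0.35 in the shortest eighth of the genes and −0.42 in the longest. The median length of the subunit genes was 690.5 nucleotides, and random lists matched on length as well as expression gave differences of 0.16 to 0.42. Subtracting the running median over transcript length, an alternative chosen after seeing the data, moved the median in WT and the difference most, to −0.66 and 0.40, and brought the median in Cripto KO to the −0.21 that was also found for the subunits not shown. The paper draws on the respiratory chain genes that were deregulated only in WT, its measurements of lactate and its rescue with oligomycin. It adds a reduced Smad2 phosphorylation, a higher Pgc-1b level and a Pgc-1b knockdown that raised lactate. From these results the paper concludes that Cripto regulates the metabolic reprogramming of the ESC→EpiSC transition. It proposes that this occurs by way of the Nodal/Pgc-1b axis, at least in part.

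**Figure D3:**
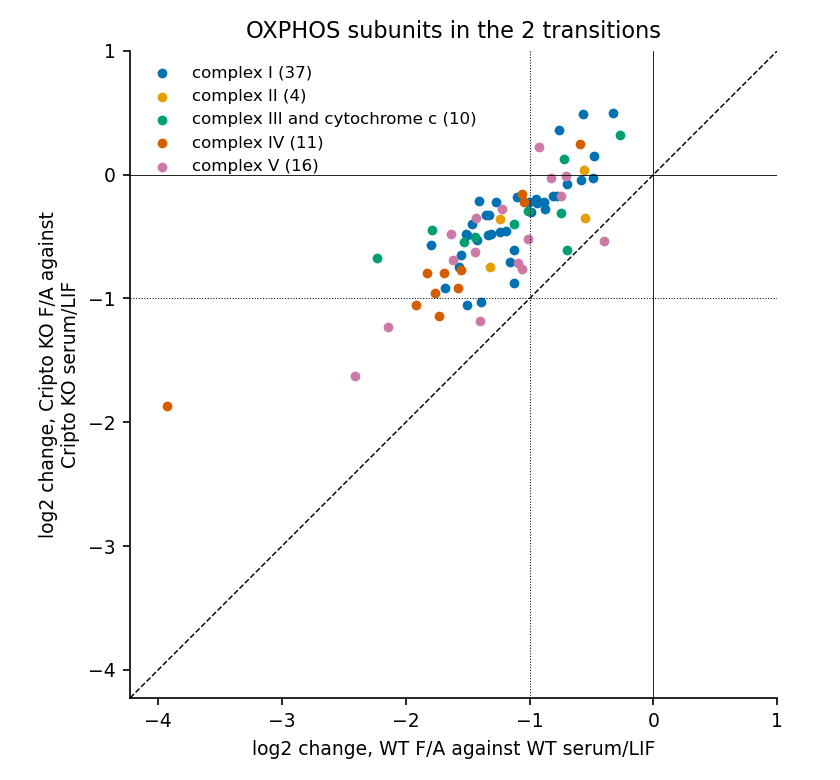
Log2 change from serum/LIF to F/A in WT (x axis) and in Cripto KO (y axis) for the 78 subunits, coloured by respiratory chain complex. The dashed line marks equal change and the dotted lines a 2-fold decrease, and 77 of the 78 subunits lie above the dashed line.

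**Figure D4:**
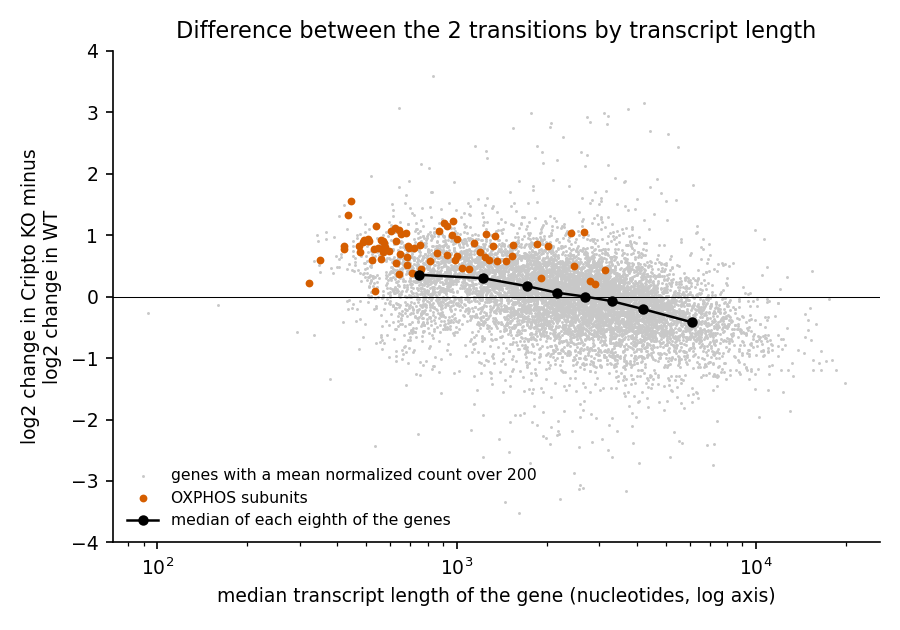
Log2 change in Cripto KO minus log2 change in WT (y axis, shown from −4 to 4) against the median transcript length of the gene in nucleotides (x axis, logarithmic) for genes with a mean normalized value over 200. Black points join the medians of eighths of the genes by length, which run from 0.35 to −0.42, and subunits of the respiratory chain are drawn in orange, most of them above that line. Genes beyond the y axis and subunits below that expression level are not shown.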

Interestingly, one of the earliest events in the ESC→EpiSC transition is a dramatic metabolic switch, which converts a bivalent ESC metabolism to an exclusively glycolytic EpiSC metabolism^31^. To assess whether this metabolic reprogramming was affected in Cripto KO ESC→EpiSC transition, we measured lactate production as an indicator of the glycolytic activity in F/A WT and Cripto KO cells, from two independent Cripto KO ESC clones (KO.1 and KO.2), and found that it was significantly reduced in Cripto KO compared with Control (Fig. 4d). To evaluate whether this failure to undergo metabolic reprogramming leads to the mutant phenotype, we asked whether inhibition of oxidative phosphorylation by the mitochondrial ATP synthase inhibitor oligomycin^32^ could rescue F/A-induced Cripto KO EpiSCs (Fig. 4e–i). Interestingly, F/A-treated Cripto KO ESCs generated tightly packed EpiSCs-like colonies in the presence of oligomycin, with reduced proliferation rates and large areas of Claudin6-positive cells (Fig. 4e–g). Furthermore, oligomycin treatment fully rescued lactate production (Fig. 4i) and induced the expression of EpiSCs markers (Fig. 4f,h), thus demonstrating that Cripto-dependent metabolic reprogramming is crucial to induce an EpiSC state. To get mechanistic insights into how Cripto acts to regulate this metabolic reprogramming, we focused on the Activin/Nodal/Pgcb axis, which has been recently identified as key regulator of this metabolic switch^31^. Specifically, Activin/Nodal signalling actively represses mitochondrial genes' expression/activity through inhibition of *Pgc-1b*^31^,^33^. Given the key role of Cripto as positive Nodal co-receptor^34^, we hypothesized that a Cripto/Nodal/Pgcb axis may control mitochondrial gene expression/activity and eventually regulate the metabolic reprogramming in ESC→EpiSC transition. In line with this hypothesis, Smad2 phosphorylation was reduced in F/A Cripto KO cells compared with Control (Fig. 4j), whereas *Pgc-1b* expression was significantly upregulated (Fig. 4k). We then went on and knocked down *Pgc-1b* expression in Cripto KO ESC→EpiSC transition by transient transfection of small interfering RNAs at the same time point as in oligomycin treatment (Fig. 4e). Remarkably, *Pgc-1b* downregulation (Fig. 4l,m) repressed *Cox7a1* mitochondrial gene expression (Fig. 4n) and increased lactate production (Fig. 4o). All together, these results provide unprecedented evidence that Cripto regulates the metabolic reprogramming that is crucial for ESC to EpiSC conversion and suggest that it occurs, at least in part, through activation of the Nodal/Pgc-1b/mitochondrial genes axis.

### Cripto deficiency attenuates ESC lineage restriction

Our findings that Cripto is required for ESC→EpiSC transition leave open the question of the fate of F/A-induced Cripto KO ESCs. To address this issue, we first analysed the ∼700 genes that were uniquely deregulated in Cripto KO ESC→EpiSC transition (Fig. 4a). 

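The thresholds were passed in Cripto KO cells only by 528 genes, of which 239 were higher and 289 lower in F/A than in serum/LIF. Of these, 512 (97.0%) changed in the same direction in WT cells and 270 (51.1%) at least 2-fold in that direction. Their median absolute log2 change was 1.66 in Cripto KO, and their median log2 change in WT, signed by the Cripto KO direction, was 1.01. A change of at least 2-fold in the opposite direction in WT was found for 3 of the genes, which were Hoxb9, Meg3 and, named after its values were seen, Emid2. The paper's Supplementary Data 3 lists 692 genes for this group, of which 646 could be named here, and 349 of these were called in Cripto KO only. Under the full library totals 701 genes were called in Cripto KO only, 590 of the named genes among them.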

Interestingly, GO analysis revealed a consistent over-representation of genes in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway related to pattern specification processes/formation (Supplementary Fig. 3a). 

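The Hox genes are the homeobox genes of the Hoxa, Hoxb, Hoxc and Hoxd clusters, and 28 of them passed the authors' filter, 3 of which are labelled in Fig. 3e. Their median raw count was 7 in F/A WT and 100 in F/A Cripto KO, and the highest was 136 and 970. In F/A, 1 of the 28 was at or under the detection limit in both genotypes and gives no fold. The other 27 were each at least 2-fold higher in F/A Cripto KO than in F/A WT, with a median log2 ratio of 3.46 when the 10 genes at or under the limit in F/A WT were placed at their lower bound. By the normalized values of all 28, the median was 3.57, above each of the random lists (95% of them between −0.36 and 0.29). Adding 5 to every value moved this median most, to 2.92. From serum/LIF to F/A, 27 of the 28 increased at least 2-fold in Cripto KO cells. In WT cells 22 of the genes gave a fold, of which 12 increased and 5 decreased at least 2-fold. The probability threshold was also passed by 9 Hox genes in the Cripto KO transition and by 0 in the WT transition, where low counts limit the probability, since 21 of the genes had at most 20 counts in F/A WT. With the simulated libraries scaled by the full library totals, 14 were called in Cripto KO only. Hoxb9 (ENSMUSG00000020875, chromosome 11 of NCBIM37 from 96132771 to 96137909) had 19 raw counts in F/A WT and 398 in F/A Cripto KO, a ratio of 19.4 (95% interval 12.6 to 34.4), against 60 and 48 counts in serum/LIF. Hoxa5 (ENSMUSG00000038253, chromosome 6 from 52151753 to 52154586) had 11 and 180 counts in F/A, a ratio of 15.1 (8.44 to 32.8), and Hoxb4 (ENSMUSG00000038692, chromosome 11 from 96177998 to 96182952) had 8 and 112, a ratio of 13.6 (6.42 to 32.9). Genes of the Hox clusters overlap antisense transcripts, and the paper's text does not state whether the counting used the strand, so counts of single Hox genes are uncertain.

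**Figure D5:**
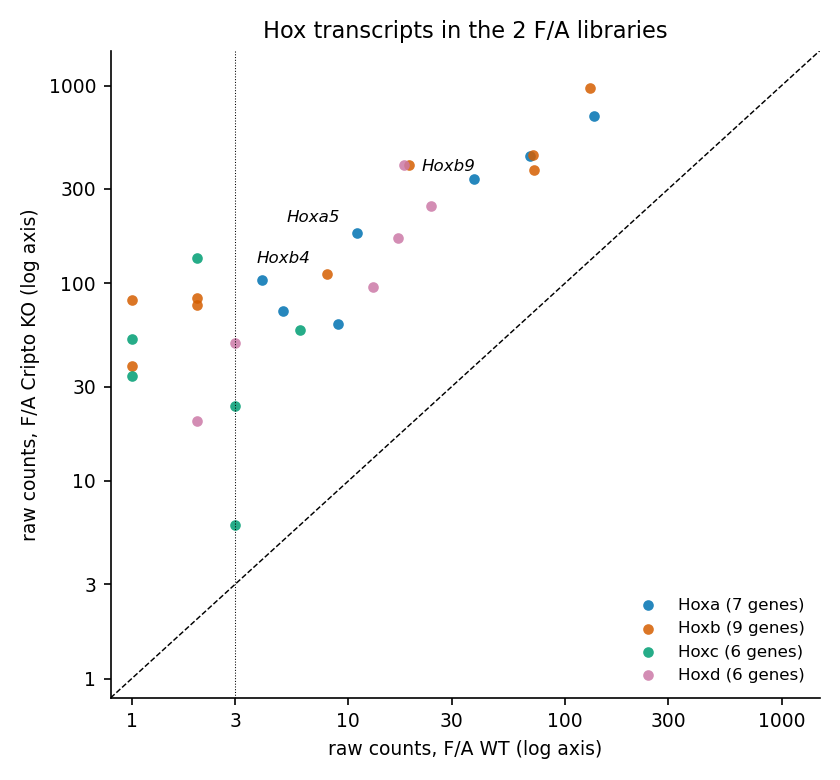
Raw counts of the 28 Hox genes in F/A WT (x axis, logarithmic) and F/A Cripto KO (y axis, logarithmic), coloured by cluster. The dashed line marks equal counts and the dotted line the detection limit of 3 counts in F/A WT, and all points lie above the dashed line.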

Strikingly, this includes a large set of *Hox* genes that were uniquely upregulated in Cripto KO (Supplementary Fig. 3b,c), indicating cell differentiation. Furthermore, we focused our attention on *Cdx2* and *Hand1* genes (Fig. 3e), which are involved in trophoblast lineage specification and differentiation with *Msx2* (ref. 17), and first confirmed that they were all significantly upregulated in Cripto KO transition by qPCR analysis (Fig. 5a)^17^. 

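In the sequencing data, Cdx2 (ENSMUSG00000029646, chromosome 5 of NCBIM37 from 148112381 to 148118846) had 104 raw counts in F/A WT and 674 in F/A Cripto KO, a log2 ratio of 2.67 (ratio 6.37, 95% interval 5.02 to 7.89). Serum/LIF cells had 2 counts of Cdx2 in WT and 1 in Cripto KO. Against the detection limit, the transcript rose at least 39.4-fold in the WT transition and at least 232-fold in the Cripto KO transition. The lower 95% limits of these ratios were 16.0 and 124. Hand1 (ENSMUSG00000037335, chromosome 11 from 57642207 to 57646320) had 196 raw counts in F/A WT and 1730 in F/A Cripto KO, a log2 ratio of 3.15 (ratio 8.88, 7.31 to 10.0). With 1 count in serum/LIF WT and 2 in serum/LIF Cripto KO, Hand1 rose at least 74.3-fold in WT and at least 596-fold in Cripto KO against the detection limit. The lower 95% limits were 39.5 and 247. Both genes were therefore induced by F/A in each genotype and to a higher level in Cripto KO, and under the alternatives their log2 ratios in F/A stayed between 2.62 and 2.68 for Cdx2 and between 3.09 and 3.15 for Hand1.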

In line with RNA expression data, the percentage of Cdx2-positive cells almost doubled in F/A Cripto KO cells compared with Control as indicated by FACS analysis (Cdx2^+^ cells 2.6±0.9% WT versus 14.5±3.1% KO; Supplementary Fig. 3d). To further characterize these Cdx2-positive cell population, we performed double staining with Cdx2 and various markers on two independent Cripto KO ESC clones (KO.1 and KO.2). First, consistent with the idea that *Cdx2* plays a central role in blastocyst development by repressing the pluripotency gene *Oct4* (ref. 17), Cdx2-positive cells did not express Oct4 (Fig. 5b and Supplementary Fig. 3e). To assess whether Cdx2 was labelling posterior mesoderm rather than TE^35^, we performed double staining with Cdx2 and Brachyury (Fig. 5b and Supplementary Fig. 3e). Interestingly, quantification of Cdx2+/Brachyury± cells showed that the majority of Cdx2-positive cells did not express Brachyury (Fig. 5c). Finally, consistent with the idea that Cripto deficiency was promoting an extraembryonic fate, we found that Cdx2-positive cells also expressed the trophoblast marker Gata3 (ref. 36, Fig. 5b and Supplementary Fig. 3e). Interestingly, it has been recently shown that Smad2 represses autocrine bone morphogenetic protein (BMP) signalling, which eventually leads to TE differentiation^37^. Remarkably, while Smad2 phosphorylation was reduced in F/A Cripto KO cells compared with Control (Fig. 4j), BMP-dependent Smad1/5 phosphorylation was induced (Fig. 5d), suggesting that this is the mechanism underlying Cripto deficiency-induced TE differentiation. On the contrary, extracellular signal-regulated kinase (ERK) signalling was unaffected (Fig. 5d). To further determine the differentiation capacities of Cripto KO ESCs towards the trophoblast lineage, we subjected WT and Cripto KO ESCs to culture conditions that favour trophoblast stem cell (TSC) differentiation^38^. Both WT and Cripto KO ESCs developed dense undifferentiated colonies (Fig. 5e) and expression analysis revealed a strong upregulation of trophoblast lineage determinants *Cdx2*, *Gata3*, *Eomes*, *Tead4* and *Elf5*, which were significantly higher in Cripto KO versus WT TSC cultures. Conversely, expression of the pluripotency genes *Cripto*, *Oct4* and *Nanog* was strongly reduced (Fig. 5f and Supplementary Fig. 3f). The upregulation of Cdx2 and Eomes in Cripto KO cultures was confirmed by immunofluorescence (Fig. 5e and Supplementary Fig. 3g) and FACS analysis (Cdx2^+^ cells 8.9±0.2% WT versus 28.8±3.7% KO; Fig. 5g). All together, these results indicated that TSC differentiation was induced more efficiently in Cripto KO ESCs. Intriguingly, cells with a morphology characteristic of trophoblast giant cells were observed in Cripto KO but not in WT cultures (Fig. 5e), leading to speculate that these cells were undergoing spontaneous trophoblast differentiation. Interestingly, this is consistent with previous findings that Nodal is required to sustain the TSC stemness and inhibit their precocious differentiation *in vivo*^39^.

To further explore this phenotype, we assessed the capacity of Cripto KO ESCs to contribute to TE *in vivo*. To this end, green fluorescent protein (GFP)-labelled WT and Cripto KO ESCs were microinjected into morulas and the resulting blastocysts were examined. Both WT and Cripto KO ESCs efficiently contributed to the ICM. Interestingly, Cripto KO ESCs also colonized the TE^40^, whereas, as expected, WT ESCs did not contribute to this extraembryonic lineage (Fig. 6a,b). Accordingly, whole-mount immunostaining for the trophoblast marker Cdx2 and the ICM marker Oct4 showed that Cripto KO-GFP ESCs in the TE expressed Cdx2, whereas GFP co-localized with Oct4 in the ICM of both WT and Cripto KO chimeric blastocysts (Fig. 6a). To further assess the developmental plasticity of Cripto KO ESCs in the embryonic context and evaluate their contribution to the extraembryonic tissue, injected morulas were implanted into foster mothers and chimeric embryos were analysed at E6.5 (Fig. 6c). None of the scored Cripto KO-GFP chimeric embryos (*n*=25) showed contribution to the extraembryonic ectoderm or to the ectoplacental cone; however, they showed contribution to the EPI and were phenotypically WT (Fig. 6c). Of note, we hypothesized that Cripto KO cells have a propensity to rapidly differentiate into giant cells (Fig. 5e) and this could explain why these cells cannot be maintained within the chimeras. This result can also be explained by a non-cell autonomous contribution of Cripto in the WT environment^41^. To address this hypothesis, WT ESCs were mixed at different ratios with Cripto KO-GFP ESCs (1:1 and 3:1). Interestingly, at each ratio F/A-treated Cripto KO ESCs generated tightly packed EpiSCs-like colonies similar to that of WT F/A EpiSCs, suggesting that co-culture with WT ESCs rescued the mutant phenotype (Fig. 6d). To further explore this phenotype, F/A Cripto KO–GFP cells were flow-sorted by using the GFP reporter (Supplementary Fig. 4) and assayed separately for EpiSC and TE factors. In line with our hypothesis, expression of EpiSC markers was induced in a dose-dependent manner, concomitant with a downregulation of *Cdx2* expression (Fig. 6e), which was confirmed by immunofluorescence (Fig. 6f). All together, our data support a model wherein Cripto deficiency affects ESC→EpiSC transition and attenuates the normal restriction of ESCs towards embryonic tissue.

### Cripto/Nodal sustains mEpiSC and hESC self-renewal

To get further mechanistic insights into the role of Cripto in the establishment of primed pluripotency, we exploited the activity of a Cripto/ALK-4 blocking peptide (BP), which binds Cripto and antagonizes Cripto/ALK-4 interaction^42^ (Fig. 7a). Although control peptide (CP)-treated F/A ESCs developed EpiSCs-like colonies, Cripto BP-treated cells raised colonies containing highly proliferating and morphologically heterogeneous cell populations (Fig. 7b). As expected, Smad2 phosphorylation was reduced in Cripto BP-treated cells (Fig. 7c), concomitant with the downregulation of EpiSC markers and the pluripotency genes (Fig. 7c,d), as well as upregulation of TE markers (Supplementary Fig. 3h). Furthermore, similar to that observed in F/A-induced Cripto KO cells, Cdx2-positive cells strongly increased in the presence of Cripto BP (Fig. 7e,f). Interestingly, these Cdx2-positive cells did not express Oct4 and Nanog, and few of them stained positive for the mesoderm marker Brachyury, which in turn was downregulated (Fig. 7f). Finally, we found co-expression of Cdx2 with the trophoblast marker Gata3. All together, these data demonstrate that Cripto/ALK-4/Nodal signalling is required for ESC→EpiSC transition and to restrict ESC differentiation potential towards embryonic tissues.

We then asked whether Cripto signalling was required to maintain EpiSC self-renewal. To this end, F/A WT EpiSCs were analysed after subsequent passages in culture in the presence of Cripto CP or BP (Fig. 8a). Although CP-treated EpiSCs developed homogeneous cell colonies with a typical flat morphology, Cripto BP-treated EpiSCs colonies progressively lose their characteristic morphological appearance and become differentiated (Fig. 8b). Accordingly, EpiSCs markers were strongly downregulated, whereas expression of the neuronal differentiation marker βIII-tubulin was induced (Fig. 8). Interestingly, Cdx2 expression was also strongly induced in BP-treated EpiSCs and the majority of Cdx2+ cells did not express Brachyury (Fig. 8b,c). Together, these findings indicated that Cripto-dependent Nodal signalling is required to sustain EpiSCs pluripotency/self-renewal and prompted us to extend the analysis to hESCs, which are similar to mEpiSCs. Consistent with what was previously reported^43^, surface CRIPTO protein was highly expressed in hESCs (Supplementary Fig. 5a). To investigate whether CRIPTO is required to maintain hESC pluripotency, we evaluated the effect of blocking CRIPTO signalling. To this end, hESCs were grown on feeders in the presence of either Cripto BP or CP and analysed after two passages (Fig. 8d). Similar to that observed in F/A EpiSCs, SMAD2 phosphorylation was strongly inhibited in Cripto BP-hESCs, already after the first passage in culture, thereby proving the activity of the BP (Fig. 8e). Interestingly, although CP-hESCs maintained their undifferentiated morphology, Cripto BP-hESC colonies appeared heterogeneous and clearly showed areas of differentiated cells that stained positive for CDX2 (Fig. 8f). Consistent with the idea that SMAD2 represses autocrine BMP signalling, which in turn induces CDX2-positive trophoblast committed cells^37^,^44^, and in line with our findings on mEpiSCs (Fig. 5d), BMP-dependent SMAD1/5 phosphorylation was induced in Cripto BP-hESCs (Supplementary Fig. 5b). To rule out the possibility that these cells may represent a subpopulation of mesodermal cells that go through a BRACHYURY-positive state^45^, we performed double CDX2/BRACHYURY staining and found only few BRACHYURY/CDX2 double-positive cells (Supplementary Fig. 5c). We thus went on and evaluated the biological effect of Cripto BP on hESC self-renewal. Remarkably, we found a dramatic decrease of the colony-formation capacity of Cripto BP-hESCs compared with CP in semisolid cultures (Fig. 8g). Moreover, Cripto BP-hESC colonies were significantly smaller in size (Fig. 8g), thus indicating that blocking CRIPTO signalling affected hESC self-renewal potential. Furthermore, poly (ADP-ribose) polymerase (PARP) activation was detected in Cripto BP-hESCs, suggesting increased cell death (Supplementary Fig. 5d). All together, these data point to a key role of CRIPTO signalling in sustaining hESC pluripotency and self-renewal, and preventing their transdifferentiation into extraembryonic derivatives. To validate the findings obtained by pharmacological inhibition of CRIPTO, we assessed the effect of *CRIPTO* silencing using lentiviral vectors containing two different short hairpin (shRNA) sequences targeting the 3′-untranslated region and the coding sequence of *CRIPTO*, respectively^23^. Silencing of *CRIPTO* by lentiviral shRNA knockdown (KD) resulted in a strong reduction of CRIPTO protein expression (Supplementary Fig. 5e). CRIPTO KD and Control hESCs were then subjected to a matrigel clonogenic assay and the resulting colonies were analysed by immunofluorescence for the pluripotency markers OCT4 and NANOG, and AP staining. The quantification analysis of either OCT4-, NANOG- or AP-positive colonies showed a dramatic reduction of colony number in both *CRIPTO* KD hESC clones, which were also significantly smaller in size compared with Control (Fig. 8h,i and Supplementary Fig. 5f–h), thus providing evidence that CRIPTO KD strongly affected the clonogenic potential of hESCs.

All together, these findings indicate that CRIPTO sustains hESC self-renewal, at least in part, through activation of NODAL signalling.

## Discussion

This work shows that the membrane protein Cripto is essential for mouse EpiSC and hESC pluripotency, and provides mechanistic insights into how the extracellular environment controls early cell-fate decisions in the embryo (Fig. 9). We demonstrate that Cripto is one of the earliest EPI markers and provide unprecedented evidence that it plays a pivotal functional role in the acquisition/maintenance of mouse and human pluripotency. Consistent with the salt-and-pepper distribution of Cripto within the ICM of the pre-implantation blastocyst, which underlies the emergence of EPI and PrE lineages^1^, surface Cripto protein is heterogeneous and highly dynamic in serum/LIF ESCs and positively correlates with the expression of the pluripotency factors. Heterogeneity and fluctuations in the expression of pluripotency markers in ESCs may be considered as culture-induced perturbations and their relevance to pluripotency and cell-fate decision is still a matter of debates^46^. Our *in vivo* and *in vitro* results challenge the idea of a functional role of Cripto heterogeneity in pluripotency. Indeed, *Cripto* genetic ablation facilitates the exit from naive pluripotency *in vitro* and affects both the efficiency and latency of ESC-derived teratomas formation. At mechanistic level, Cripto regulates mouse ESC self-renewal by positively modulating the canonical Wnt/β-catenin pathway. Despite the fact that Cripto deficiency facilitates the exit from naive pluripotency in FBS/LIF ESCs, this effect does not accelerate the transition to the primed state, but rather affects the conversion of ESCs to EpiSCs. Remarkably, this Cripto KO mutant phenotype is due to impaired metabolic switch from OXPHOS to aerobic glycolysis, which is required to convert ESCs to EpiSCs^31^. Indeed, while mouse ESCs are bivalent in their energy production, dynamically switching from glycolysis to mitochondria respiration, both mEpiSCs and hESCs are highly glycolytic^31^. Our findings point to a functional link between Cripto and glycolytic metabolism *in vitro* and raise the intriguing possibility that it may play a similar role *in viv*o. Indeed, it has been recently proposed that Activin/Nodal controls the proper metabolic switch in early embryo by repressing mitochondrial activity through inhibition of PGC-1b^31^. In line with this idea and according to the key role of Cripto as Nodal coreceptor, *Pgc-1b* is upregulated in F/A Cripto KO cells and its downregulation is able to increase lactate production. Although additional experiments are needed to get further insights into the mechanism, our data suggest that Cripto controls the metabolic reprogramming, at least in part, through the Nodal/Pgcb axis. Consistent with the idea that this metabolic switch is a key event in ESC→EpiSC transition^31^, we demonstrate that Cripto is required to generate/maintain FGF/Activin (F/A) EpiSCs. Indeed, we cannot rule out the possibility that Cripto KO F/A EpiSCs form but rapidly and continuously get lost from the cultures and/or differentiate. However, quite unexpectedly, we find that Cripto deficiency skews ESC differentiation towards TE *in vitro*. Several data support this intriguing idea. TE markers are induced at RNA and protein level; specifically, Cdx2 significantly increased in F/A Cripto KO cells and does not co-localize with Brachyury, thus ruling out the possibility that Cdx2-expressing cells identify posterior mesoderm rather than TE. Furthermore, Cdx2 does not co-localize with Oct4, consistent with the mutually exclusive expression of these genes during embryogenesis^17^. Finally, Cdx2-positive cells also express the TE maker Gata3 (ref. 36). 

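Dnmt3b (ENSMUSG00000027478, chromosome 2 of NCBIM37 from 153475186 to 153513466) had 3515 raw counts in F/A WT and 2384 in F/A Cripto KO, a log2 ratio of −0.55 (ratio 0.685, 95% interval 0.614 to 0.701). In serum/LIF the order was the opposite, with 1593 counts in WT and 1971 in Cripto KO, a log2 ratio of 0.34. Dnmt3b rose in both transitions, with a log2 change of 1.23 in WT, where it was called, and of 0.34 in Cripto KO, where it was not. The difference in F/A was under 2-fold and was not called.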

Concomitant to induction of TE markers, expression of the DNA methyltransferase *Dnmt3b* is reduced in F/A Cripto KO cells. Interestingly, *Dnmt*-deficient and therefore hypomethylated ESCs/embryos show transdifferentiation to the extraembryonic trophoblast lineage^47^. In line with these findings, morphological and molecular analyses indicate that Cripto KO ESCs facilitate the generation of TSCs *in vitro*. Interestingly, several evidence indicate that BMP signalling pathway plays a crucial role in TE differentiation of pluripotent stem cells. Specifically, *Cdx2* expression is directly regulated by the BMP–Smad1/5 pathway^48^, which in turn is repressed by Smad2 (ref. 37). Accordingly, *Cripto* KO inhibits Smad2 activation and conversely induces BMP-dependent Smad1/5 phosphorylation, suggesting that derepression of BMP signalling may account for TE differentiation of F/A-induced Cripto KO cells. Most remarkably, according to the idea that *Cripto* deficiency attenuates the normal restriction of mouse ESCs to embryonic lineages, Cripto KO ESCs gain the unique property to colonize TE in blastocyst chimera, which is absent in WT ESCs^40^. However, analysis of E6.5 chimeric embryos generated with Cripto KO ESCs indicates that these cells efficiently contribute to the embryonic but not to the ectoplacental cone. Although we cannot rule out the possibility that Cripto KO ESCs that colonize the TE fail to differentiate properly and thus to efficiently contribute to the trophoblast derivatives, we speculate that a non-cell autonomous activity of Cripto in the WT environment may rescue, at least in part, the mutant phenotype. Although further investigations are required to directly address this issue, this hypothesis is consistent with co-culture data showing that non-cell autonomous Cripto is able to rescue F/A Cripto KO EpiSCs. Intriguingly, to date, no defects in EPI specification/maintenance have been reported in *Cripto*-null mutants that indeed are defective in anterior–posterior axis formation^14^. Of note, data in different mutant context indicate that embryo can tolerate a significant loss of EPI cells^1^, thus suggesting that a mild phenotype, such as a smaller EPI, could be rescued by the plasticity of the embryo. In this respect, embryonic development might be less vulnerable than ESC differentiation, as it relies on a more complex network of signals easier to compensate than in ESCs, which may reconcile the apparent discrepancy. Moreover, Cripto overlooked function(s) *in vivo* can be also explained by the activity of the epidermal growth factor (EGF)-CFC *Cryptic*. Indeed, *Cryptic* promotes EPI maintenance in the absence of *Cripto* presumably through a non-cell-autonomous activity, as it is only expressed in the visceral endoderm^19^. Finally, we speculate that a maternal contribution of Cripto may also compensate for the absence of Cripto in the early embryo. Accordingly, recent findings report Cripto expression in the endometrium during pregnancy, and in the mouse uterus^49^.

All together, our findings have important implications for stem cell biology and for our understanding of the mechanisms that regulate TE segregation from the ICM. First, existing models that Activin/Nodal signalling sustains mEpiSC generation/self-renewal mainly rely on the effect of the small molecule SB431542 (ref. 31), which however is a general antagonist of the TGFβ pathway^50^. Here we overcome this limitation and provide evidence that Cripto/Nodal/Smad2 is required for mEpiSC generation and self-renewal, and moreover that it is functionally conserved in human pluripotent stem cells. Indeed, consistent with the idea that SMAD2 represses autocrine BMP signalling, which conversely induces TE differentiation in hESCs^37^,^44^, pharmacological blocking of Cripto/SMAD2 results in increased BMP-dependent SMAD1/5 signalling and TE differentiation.

In summary, our studies provide unprecedented evidence that Cripto is a major determinant of mEpiSCs/hESCs pluripotency and add novel important elements to the current model of mammalian pluripotency. Moreover, our findings suggest that *Cripto* may have earlier functions than previously recognized, in the very first lineage decision made by the early embryo.

## Methods

### Blastocyst collection and whole-mount *in situ* labelling

Embryos were produced by natural matings of CD1 mice. For immunostaining, embryos were fixed with 4% paraformaldehyde (PFA) in PBS overnight at 4 °C, permeabilized with 0.5% Triton X-100 in PBS for 15 min and blocked in 10% FBS in PBS-0.1% Triton for 1 h^51^. Fluorescent *in situ* hybridization was described in ref. 52. Experiments were performed in accordance with French and EU guidelines for the care and use of laboratory animals. List of antibodies are in Supplementary Table 1.

### Mouse ESC culture and EpiSC generation and maintenance

WT and Cripto KO R1 mESCs were cultured in high glucose DMEM medium (Invitrogen, Life Technologies) supplemented with 15% ES-screened FBS (Euroclone), 0.1 mM β-mercaptoethanol (Sigma-Aldrich), 1 mM sodium pyruvate, 2 mM glutamine, 100 U ml^−1^ penicillin/streptomycin (all from Gibco) and 1,000 U ml^−1^ recombinant LIF (ESGRO, Millipore)^15^. 2i Medium was supplemented with PD0325901 (1 μM) and CHIR99021 (3 μM)^6^. Two independent Cripto KO ESC clones, that is, DE7 and DE14 (named KO.1 and KO.2), were used throughout the study and were previously described^15^,^28^. For stimulation with bFGF, Activin A and Bmp4, 2 × 10^6^ ESCs were plated in N2B27 on serum-coated dishes and incubated (15′) with bFGF (12 ng ml^−1^, Provitro) or Bmp4 (50 ng ml^−1^, R&D). Cells were LIF starved (6 h) before stimulation with LIF.

EpiSCs were generated from ESCs as described^5^. Briefly, WT and Cripto KO ESCs were seeded at low density (3 × 10^3^ cells per cm^2^) in N2B27 supplemented with Activin A (20 ng ml^−1^, Invitrogen) and bFGF, and cultured for 6 days.

Cripto BP and CP were dissolved in dimethylsulfoxide and media with peptides were refreshed every other day during ESC to EpiSC transition.

### Colony-forming assay

For colony assay, ESCs were trypsinized to obtain a single-cell suspension and plated at low density (100 cells per cm^2^) in the culture conditions described. After 6 days, colonies were fixed in 4% PFA and stained with crystal violet. Briefly, cells were washed twice with PBS and fixed/stained with a solution of 6% glutaraldehyde and crystal violet. After 30 min at room temperature, cells were carefully washed with tap water and dried for further analysis. Images were collected on a DMI6000B microscope (Leica Microsystems). The morphological classification (domed/flat) was performed blinded by two investigators. Experiments were performed in triplicate.

### Proliferation assays and viable cell count

Cell proliferation was measured using the colorimetric CyQuant cell proliferation assay (Invitrogen), following the manufacturer's instructions. Absorbance was analysed at 480–520 nm, using the Fluoroskan Ascent FL Microplate Fluorometer and Luminometer (Thermo Fisher Scientific, Waltham, MA, USA).

### Trophoblast stem cell (TSC) culture

To generate TSCs, ESCs were cultured in TCS medium containing RPMI 1640, 20% FBS (Thermo Scientific), 25 ng ml^−1^ FGF-4 (Invitrogen), 1 ng ml^−1^ Heparin (Sigma-Aldrich), 2 mM L-glutamine, 0.1 mM β-mercaptoethanol, 1 mM sodium pyruvate and 50 units per ml^1^ Penicillin/Streptomycin (Invitrogen), with 70% feeder conditioned media^38^. ESCs were plated in TSC medium on gelatin-coated plates in the absence of feeders and passaged every 3 days, and the medium changed every 2 days.

### hESC culture and self-renewal assay

The hESC line CSES7 (NIH registration number: 0107) was used throughout the study and was kindly provided by Professor Nissim Benvenisty (The Hebrew University, Israel). Undifferentiated hESCs were maintained in culture either on feeder layer or under feeder-free conditions, using standard procedures. For culture on feeder layer, hESCs were grown in Knockout DMEM (Gibco), supplemented with 20% Knockout Serum Replacement (Gibco), 2 mM glutamine, 1 × non essential amino acids (NEAAs), 100 U ml^−1^ Penicillin/Streptomycin, 0.1 mM 2-Mercaptoethanol, 10 ng ml^−1^ bFgf (Gibco). For growth under feeder-free conditions, hESCs were cultured on Matrigel (BD Bioscience)-coated plates, using mTeSR medium (Stem Cell Technologies). hESCs were passaged every 5/6 days. Cells were incubated with TrypleSelect 1 × (Gibco) for 2/3 min and scraped gently with a tip.

For clonogenic assay, hESCs were dissociated with TrypleSelect 1 × , for 5 min at 37 °C. Dissociated cells were plated on Matrigel and cultured in mTeSR medium in the different conditions. After 6 days in culture, colonies were dissociated and replated at low density in the same conditions. After 4 days, colonies were fixed and stained either with crystal violet (see above for details) or with the Alkaline Phosphatase kit (System Biosciences) to determine AP activity, following the manufacturer's instructions. The colony number and size were analysed, using ImageJ software. Colonies were classified on the basis of the diameter, as follows: micro <0.2 mm, small 0.2–0.4 mm, medium 0.4–0.7 mm and large >0.7 mm.

For generating *CRIPTO* KD hESCs, lentiviral pLKO.1 vectors containing either a non-targeting sequence or the shRNA4889 and the shRNA4890 (ref. 23) were used. Cells were plated on Matrigel and cultured in mTeSR medium in the different conditions. Colonies were fixed and stained either with AP (System Biosciences) or Oct4 and Nanog antibodies. The colony number was analysed, using ImageJ software. 

Cripto BP and CP were used at 10 and 20 μM in hESC passages and clonogenic assay, respectively.

### Flow cytometry and cell sorting

Single-cell suspensions of EpiSCs and hESCs were obtained using either trypsin-EDTA or TrypleSelect 1 × (Gibco), fixed, stained with the appropriated primary and secondary antibodies according to the manufacturer's protocols and were either analysed with a FACS Canto (Becton Dickinson) or sorted with a FACSAria (Becton Dickinson).

### Western blotting

Whole-cell lysates were prepared with ice-cold immunoprecipitation assay (RIPA) lysis buffer. For β-catenin localization, subcellular fractionation was performed as described^53^. Detection was performed with ECL reagents (Amersham Biosciences). Densitometric analysis was carried out using the software GelEval 1.35. List of antibodies is in Supplementary Table 1. Full blots are in Supplementary Fig. 6.

### Immunohistochemistry

Samples were processed with the standard streptavidin–biotin–immunoperoxidase method (DAKO Universal Kit, DAKO Corp., Carpinteria, CA, USA). Diaminobenzidine was used as the final chromogen and haematoxylin as the nuclear counter stain. Details and list of antibodies are in Supplementary Table 1.

### Immunofluorescence and cytospin samples preparation

Cells were fixed (4% PFA) and permeabilized (0.1% Triton X-100), where necessary, at room temperature. After incubation with primary antibodies, cells were incubated (1 h) with the appropriate secondary antibodies (Alexa Fluor 488, 594 1:200; Molecular Probes). For preparation of cytospin samples, cells (1–1.5 × 10^4^) were dissociated with accutase for 5 min at 37 °C and resuspended in 15% FBS/1 × PBS. Samples were centrifuged at 900  r.p.m. for 15 min onto glass slides (2 spots, 1 × 10^5^ cells each) using a Thermo Shandon Cytocentrifuge (CytoSpin 4, Thermo Fisher Scientific). Specimens were directly analysed or fixed for further analysis. Details and list of antibodies are in Supplementary Table 1.

### RNA extraction and quantitative reverse transcriptase–PCR

Total RNAs were isolated using RNeasy mini kit and reverse transcribed using QuantiTect Reverse Transcription kit (Qiagen). qPCR was performed using SYBR Green PCR master mix (FluoCycle II SYBR, EuroClone). Details and list of primers are in Supplementary Table 2.

### Whole-genome expression analysis

RNA-seq was performed at the Institute for Applied Genomics using the Illumina HiSeq 2500 platform (http://www.igatechnology.com/). Gene expression analysis was obtained by counting reads mapped on gene features, by using *htseq-count*^54^ and the statistical analysis was performed by using RNASeqGUI^55^. In detail, paired-end fastq files were first aligned on the mouse genome version mm9 (downloaded from http://hgdownload.cse.ucsc.edu/goldenPath/mm9/chromosomes) by using TopHat2 (version tophat-2.0.13)^56^ with -G option and using as gene annotation file the release 67 of NCBIM37, downloaded from ftp://ftp.ensembl.org/pub/release-67/gtf/mus_musculus/ repository; all other parameters were set as default. HTSeq^54^ (version 0.6.1p1) was used to obtain raw counts on intersection non-empty mode by using the same gene annotation file. Next, raw counts were processed by using the RNSeqGUI (version 0.99.3)^55^. In particular, the ‘normalize.quantiles' normalization function of the preprocessCore R package (Bolstad B.M. preprocessCore: A collection of pre-processing functions; version preprocessCore_1.28.0) was used to normalize the gene expression values. Those genes with low expressions in all samples were filtered out by using the ‘Proportion test' of NOISeq^57^ (version NOISeq_2.8.0). 

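The deposited normalized values were checked against a quantile normalization of the deposited counts, and 0 of 61848 values differed. The normalization gives every library the same distribution of values up to ties, with totals from 16111872 to 16112938. It was compared with 3 scalings of the raw counts by a factor per library. The TMM factors of edgeR were 1.02 for F/A WT, 0.999 for serum/LIF WT, 0.995 for F/A Cripto KO and 0.992 for serum/LIF Cripto KO, and the size factors of DESeq2 were 0.949, 1.09, 0.973 and 1.01.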

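Of the genes in the deposited table of raw counts, 22158 are not in the filtered table. The kept genes carried between 99.8% and 99.9% of the counts of each library. Of the kept genes 13958 were protein-coding. After normalization 16142 genes exceeded 1 cpm in at least 1 library. Without the filter 2835 genes were called in the WT transition and 2505 in the Cripto KO transition.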

In the filtering step we used cpm=1. Finally, we used full quantile-normalized and filtered counts to perform differentially expression analysis. For such purpose, we used NOISeq (version 2.8.0) with posterior probability set to 0.95. As NOISeq test has a stochastic component, for each comparison we launched NOISeq ten times, each time setting a different seed. Hence, for each gene we calculated the mean of the ten posterior probabilities obtained so far. 

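The simulation draws technical replicates of each library from its own counts, so the probabilities compare a difference with counting error and not with the variation between cultures. With the first run in place of the mean, 2523 genes passed the thresholds in the WT transition and 2169 in the Cripto KO transition.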

We considered a gene as differentially expressed across the samples if the mean of the ten posterior probabilities was ≥0.95. A sketch of the code used for carrying out the statistical analysis is given in Supplementary Data 4. 

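The calling was tested on counts simulated from the means and totals of these libraries, in which 200 genes had been changed 4-fold. The changed genes were drawn only from those with a mean of at least 20 counts, so rarer changed genes were not tested. Of the changed genes 74.5% were called, and of the 136 with a mean of at least 200 counts 91.9%. With the simulated libraries scaled by the full library totals these shares were 88% and 100%. None of the 15262 unchanged genes was called in either version. These shares apply to counting error alone, since variation between cultures was not simulated.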

Despite the fact that we have applied a stringent procedure, the absence of replicates does not allow us to define significance in a rigorous statistical sense. Yet, the RNA-Seq results were validated by independent experiments.

Genes were classified according to their known or predicted biological functions based on GO terms (DAVID Bioinformatics Resources; http://david.abcc.ncifcrf.gov).

### Luciferase reporter assay

ESCs were transfected with the Super8xTOPFlash and the *Renilla*-TK mutant plasmids using Lipofectamine, according to the manufacturer's protocol (Invitrogen). At 24 h after transfection, ESCs were treated with Wnt3a (R&D Systems, 5–50 ng ml^−1^) for 24 h^58^, and Luciferase activity was measured by using a dual Luciferase assay kit (Promega) according to the manufacturer's instructions.

### Lactate activity assay

Lactate was measured using the colorimetric L-Lactate Assay Kit (Abcam, Cambridge, MA, USA; ab65331) according to the manufacturer's instructions. Data were normalized to total cell number.

### Teratoma assay

ESCs were trypsinized into single-cell suspension and resuspended in PBS. ESCs (3 × 10^6^) were injected subcutaneously into hind limbs of severe combined immunodeficiency mice. Teratomas were collected, fixed in 4% PFA, sectioned and stained with haematoxylin/eosin or subjected to immunohistochemistry for the histological analysis.

Experiments were done in accordance to the law on animal experimentation (article 7; D.L. 116/92) under the Animal Protocol approved by the Italian Ministry of Health.

### GFP-labelled ESCs and TE lineage contribution

GFP was inserted in both WT and Cripto KO ESCs at the Rosa26 locus by using the R26P-SA-EGFPpuro plasmid (Addgene). Ten days after transfection, puromycin-selected clones were verified for correct self-renewal and differentiation properties.

Chimeras were obtained by injecting WT and Cripto KO GFP-labelled ESCs (13–16) into 4- to 8-cell-stage embryos using standard techniques. Morulas were incubated 48 h in KSOM (Chemical International) and observed under the confocal microscope (Zeiss LSM700). Chimeric mouse generation was performed by morula injection of WT and Cripto KO GFP-labelled ESCs. Resultant embryos were cultured for 48 h *in vitro* and implanted by uterus transfer into pseudopregnant foster mothers using standard methods. Pregnant mice were killed at day E6.5 and whole embryos were photographed with ApoTome fluorescence microscope. Experiments were done in accordance to the law on animal experimentation (article 7; D.L. 116/92) under the Animal Protocol approved by the Italian Ministry of Health.

### Statistical analysis

Statistical significance was determined by a two-tailed paired Student's *t*-test. *P*-values <0.05 were considered as statistically significant. Error bars represent s.e.m.

### Data availability

Sequence data that support the findings of this study have been deposited to the GEO database with the accession code GSE79796. The authors confirm that all other data appears in the article and Supplementary Information.

## Additional information

**How to cite this article:** Fiorenzano, A. *et al*. Cripto is essential to capture mouse epiblast stem cell and human embryonic stem cell pluripotency. *Nat. Commun.* 7:12589 doi: 10.1038/ncomms12589 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-6, Supplementary Tables 1-2

Supplementary Data 1 List of genes differentially expressed in FBS/LIF vs F/A -induced WT cells.

Supplementary Data 2 List of genes differentially expressed in Serum/LIF vs F/A -induced Cripto KO cells.

Supplementary Data 3 List of genes differentially expressed in WT and Cripto KO F/A -treated cells.

Supplementary Data 4 Sketch of the code used for carrying out RNA-Seq statistical analysis.

## Figures and Tables

**Figure 1:**
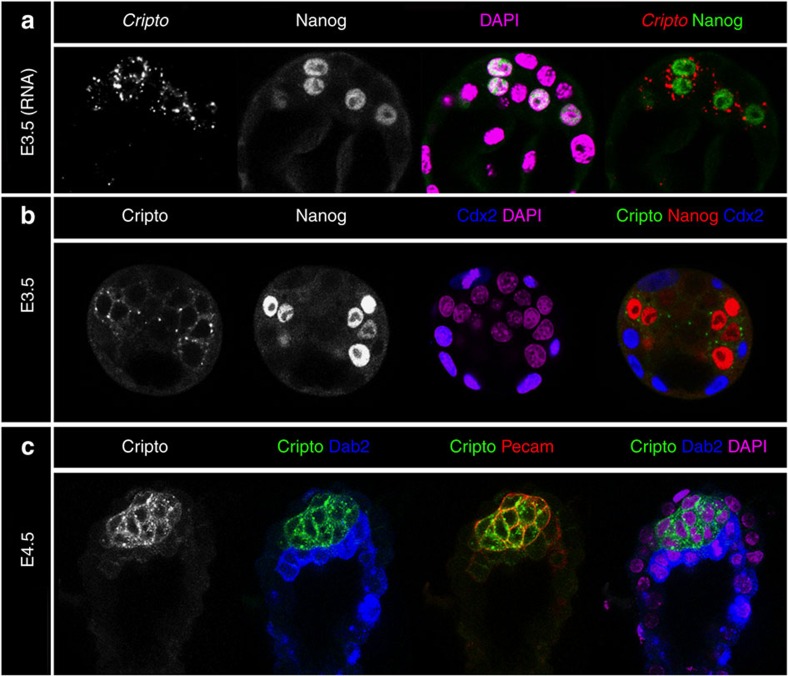
Cripto is specifically expressed in EPI cells. (**a**) FISH and (**b**) immunofluorescence analyses of Cripto expression at E3.5. Both *Cripto* RNA and protein are present in Nanog-expressing cells. (**c**) By E4.5, *Cripto* remains expressed in the EPI, labelled by Pecam1 and is absent from the PrE revealed by Disabled 2 (Dab2) and the TE.

**Figure 2:**
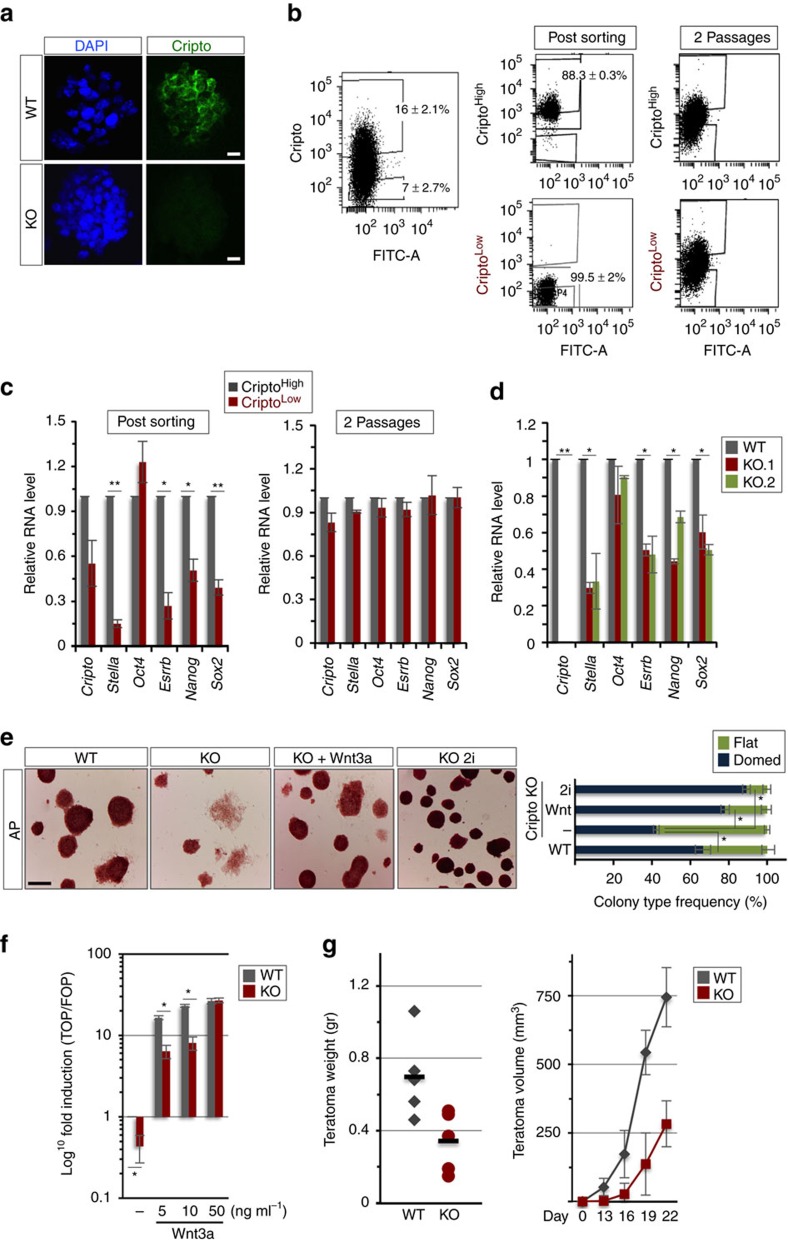
Cripto sustains mESC self-renewal by modulating canonical Wnt signalling. (**a**) Immunofluorescence of Cripto on non-permeabilized WT and Cripto KO ESCs. Nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI). Scale bar, 75 μm. (**b**) FACS-based separation of Cripto^High^ and Cripto^Low^ in serum/LIF mESCs. Data are mean±s.e.m. (*n*= 3). (**c**) qPCR of Cripto and pluripotency genes' expression on Cripto^High^ and Cripto^Low^ cells immediately after sorting and after two passages in culture. Relative RNA level was normalized to *Gapdh*; data are mean±s.e.m. (*n*=3; *P<0.01 and **P<0.005). (**d**) qPCR of pluripotency genes' expression in WT and two independent Cripto KO ESC clones (KO.1 and KO.2) in serum/LIF culture conditions. Relative RNA level was normalized to *Gapdh*; data are mean±s.e.m. (*n*=3; *P<0.01 and **P<0.005). (**e**) Representative pictures (scale bar, 100 μm) of AP- stained and colony-type frequency (domed versus flat) of colonies generated from WT, Cripto KO, KO+Wnt3a (50 ng ml^−1^) and KO 2i ESCs, at day 6 after plating (∼100 colonies scored per condition). (**f**) TOP flash reporter activation in WT and Cripto KO ESCs in baseline conditions and following Wnt3a stimulation at indicated concentrations. Data are mean±s.e.m. (*n*=3); *P<0.01. (**g**) Effect of Cripto depletion on teratomas formation. Quantitative analysis of tissue weights (left panel) and temporal kinetic analysis (right panel) of teratomas growth (volume, mm^3^). Data are mean±s.e.m. (five mice per group).

**Figure 3:**
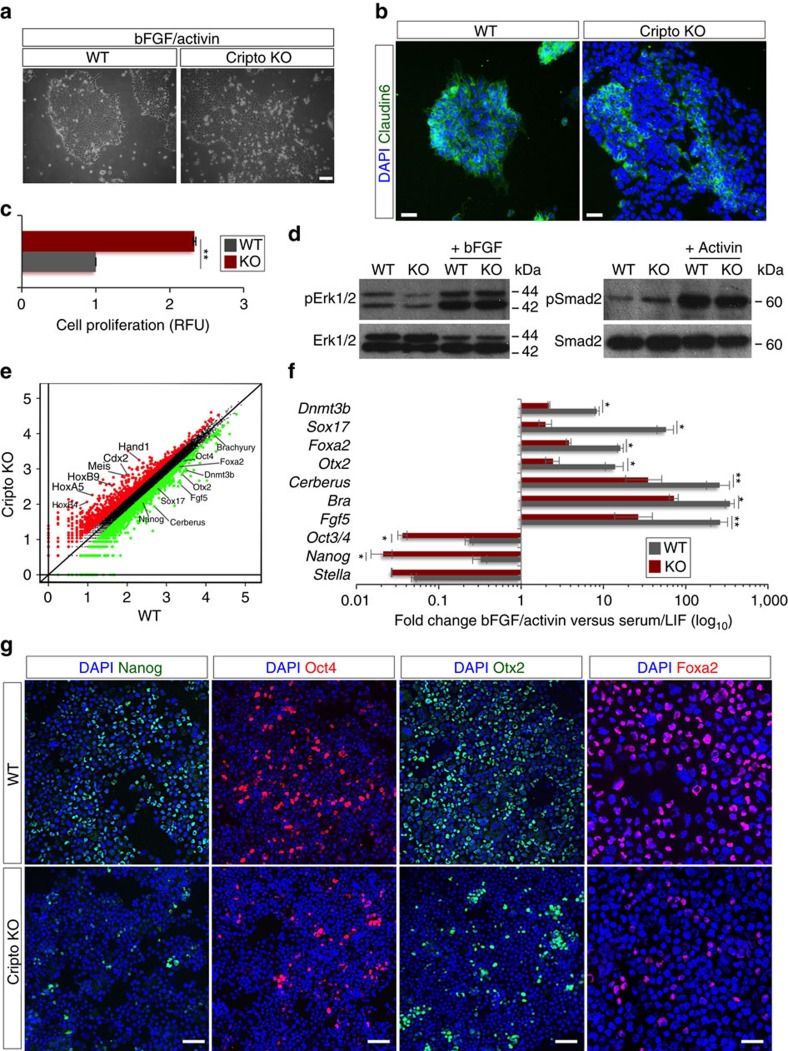
Cripto genetic ablation prevents ESC→EpiSC transition. (**a**) Representative photomicrographs of FGF/Activin (F/A) WT and Cripto KO cell colonies (scale bar, 100 μm). (**b**) Immunofluorescence of Claudin6 in F/A WT and Cripto KO cell colonies (scale bar, 75 μm). (**c**) Proliferation of F/A WT and Cripto KO cells measured by the CyQuant assay and expressed as relative fluorescence units (RFU). Data are mean±s.e.m. (*n*=3; **P<0.005). (**d**) Western blot analysis of WT and Cripto KO ESCs' response to bFGF and Activin, using pErk1/2, Erk1/2, pSmad2 and Smad2 antibodies. (**e**) Scatter plot of RNA-seq data shows differentially expressed genes in F/A Cripto KO versus WT cells. The black circles delineate the boundaries of <2-fold difference in gene expression levels. Genes showing a higher or lower expression level (log_10_ FC>0.2) in Cripto KO versus WT are indicated as red and green circles, respectively. (**f**) Effect of F/A on the expression of selected markers in WT and Cripto KO ESCs. Data are expressed as fold change of EpiSCs (F/A) versus ESCs (serum/LIF) after normalization to *Gapdh* and are mean±s.e.m. (*n*=3; *P<0.01 and **P<0.005). (**g**) Representative pictures of Nanog, Oct4, Otx2 (scale bar, 100 μm) and Foxa2 (scale bar, 75 μm) immunostaining in cytospinned F/A WT and Cripto KO cells. Nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI).

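With the log10 threshold of 0.2, a ratio of 1.58, the normalized values gave 1494 genes higher and 1819 lower in F/A Cripto KO than in F/A WT, together 21.4% of the genes that passed the filter, and 12149 within the threshold. A ratio of at least 2 was reached by 710 of the higher and 880 of the lower genes, and the probability threshold was also passed by 72 and 69, which of all settings moved these numbers most. In 306 of the higher and 322 of the lower genes the library with more counts had at most 20, so that counting error alone is large. Without the filter on low expression, 3232 genes were higher and 3626 lower. The labels of Fig. 3e stand for 17 genes when Meis is read as Meis1, Meis2 and Meis3, and 8 of these were higher and 9 lower in F/A Cripto KO, with a median log2 ratio of −0.55. Meis1 had 92 raw counts in F/A WT and 662 in F/A Cripto KO (ratio 7.07, 95% interval 5.51 to 8.87), Meis2 had 371 and 1616 (ratio 4.27, 3.72 to 4.78), and Meis3 had 299 and 384, a log2 ratio of 0.30. Among called genes with at least 200 counts in the higher library, the largest ratios were those of Dlk1 (105 counts in F/A WT and 3098 in F/A Cripto KO), Hapln1 (22 and 500, log2 ratio 4.41) and the Hoxb9 labelled in the plot. The lowest were those of Gm17639 (429 and 14, log2 ratio −4.75), Meg3 (9569 and 472) and the knocked-out Tdgf1. Gm17639 overlaps the 3′ end of Meg3 on chromosome 12, so the assignment of reads to these genes is uncertain.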

**Figure 4:**
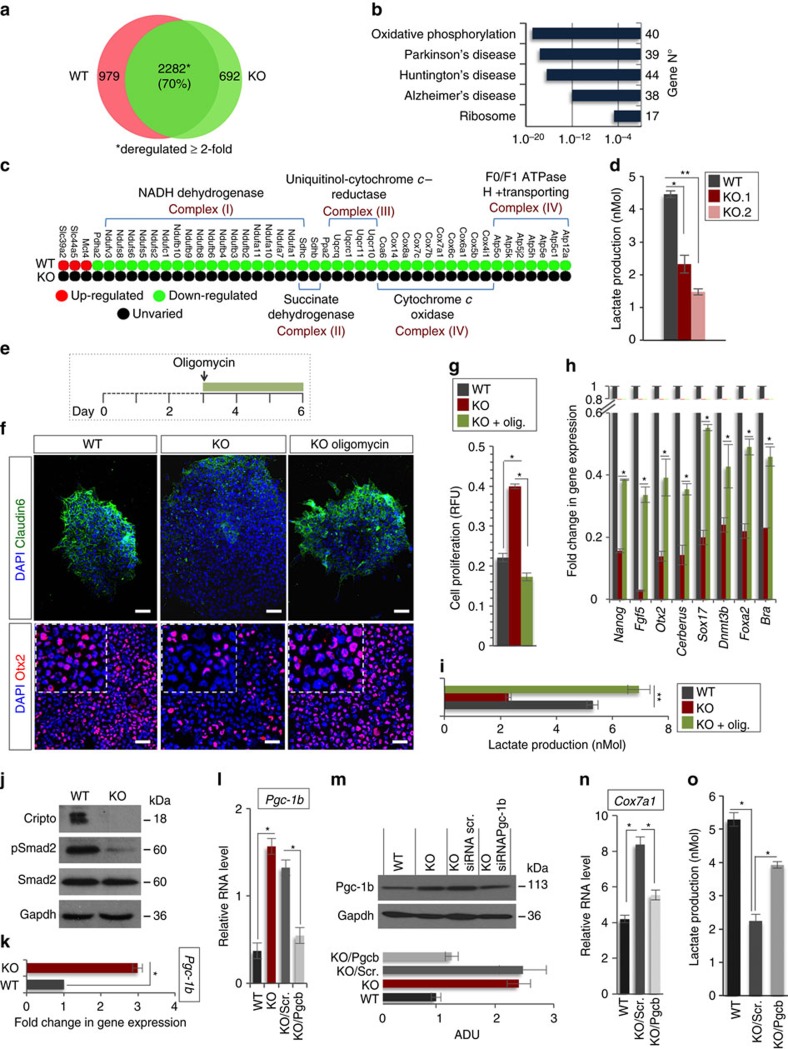
Cripto controls the metabolic reprogramming in ESC→EpiSC transition. (**a**) Venn diagram of genes differentially expressed (≥2-fold) or uniquely deregulated in Cripto KO versus WT ESC→EpiSC transition. (**b**) GO analysis (http://david.abcc.ncifcrf.gov) of protein coding genes (979) uniquely deregulated in WT ESC→EpiSC showing gene enrichment in KEGG Pathway. (**c**) Heatmap of genes involved in oxidative phosphorylation in WT and Cripto KO ESC→EpiSC transition. (**d**) Lactate concentration of F/A WT and Cripto KO cells. Two independent Cripto KO ESCs (KO.1 and KO.2) were used. Data are mean±s.e.m. (*n*=3; *P<0.01 and **P<0.005). (**e**) Schematic representation of the experimental procedure. (**f**) Representative immunofluorescence of Claudin6 and Otx2 in F/A WT, Cripto KO and Cripto KO+oligomycin colonies and cytospinned cells (scale bar, 75 μm). Inserts are higher magnification images of selected areas. (**g**) Proliferation of F/A WT, Cripto KO and Cripto KO+oligomycin cells measured by the CyQuant assay and expressed as relative fluorescence units (RFU). Data are mean±s.e.m. (*n*=3; *P<0.01). (**h**) qPCR of selected markers in F/A WT, Cripto KO and Cripto KO+oligomycin. Relative RNA level was normalized to *Gapdh*; data are mean±s.e.m. (*n*=3; *P<0.01). (**i**) Lactate concentration of F/A WT, Cripto KO and Cripto KO+oligomycin cells. Data are mean±s.e.m. (*n*=3; **P<0.005). (**j**) Western blot analysis of Cripto and p-Smad2 in F/A WT and Cripto KO cells. Smad2 and Gapdh were loading controls. (**k**) qPCR of *Pgc-1b*. Data are fold induction of Cripto KO versus WT F/A after normalization to *Gapdh* and are mean±s.e.m. (*n*=3; *P<0.01). (**l**) qPCR of *Pgc-1b* on F/A WT and Cripto KO cells transfected with two independent Pgc-1b small interfering RNAs (siRNAs) (KO/siPgcb) or control siRNA (KO/Scr.) at day 3 during ESC→EpiSC. Data are fold induction of Cripto KO versus WT and KO/Scr. versus KO/Pgcb after normalization to *Gapdh* and are mean±s.e.m. (*n*=3; *P<0.01). (**m**) Western blot analysis of Pgc-1b in F/A WT, Cripto KO, Cripto KO/Scr. and Cripto KO/siPgc-1b (KO/Pgcb). Gapdh were loading controls. The densitometric analysis is expressed in arbitrary unit (ADU) as the Pgc-1b/Gadph ratio. Data are mean±s.e.m. (*n*=2). (**n**) qPCR of *Cox7a1* and (**o**) lactate concentration in culture medium of F/A WT, Cripto KO/Scr and Cripto KO/Pgcb. Relative RNA level was normalized to *Gapdh.* Data are mean±s.e.m. (*n*=3; *P<0.01).

**Figure 5:**
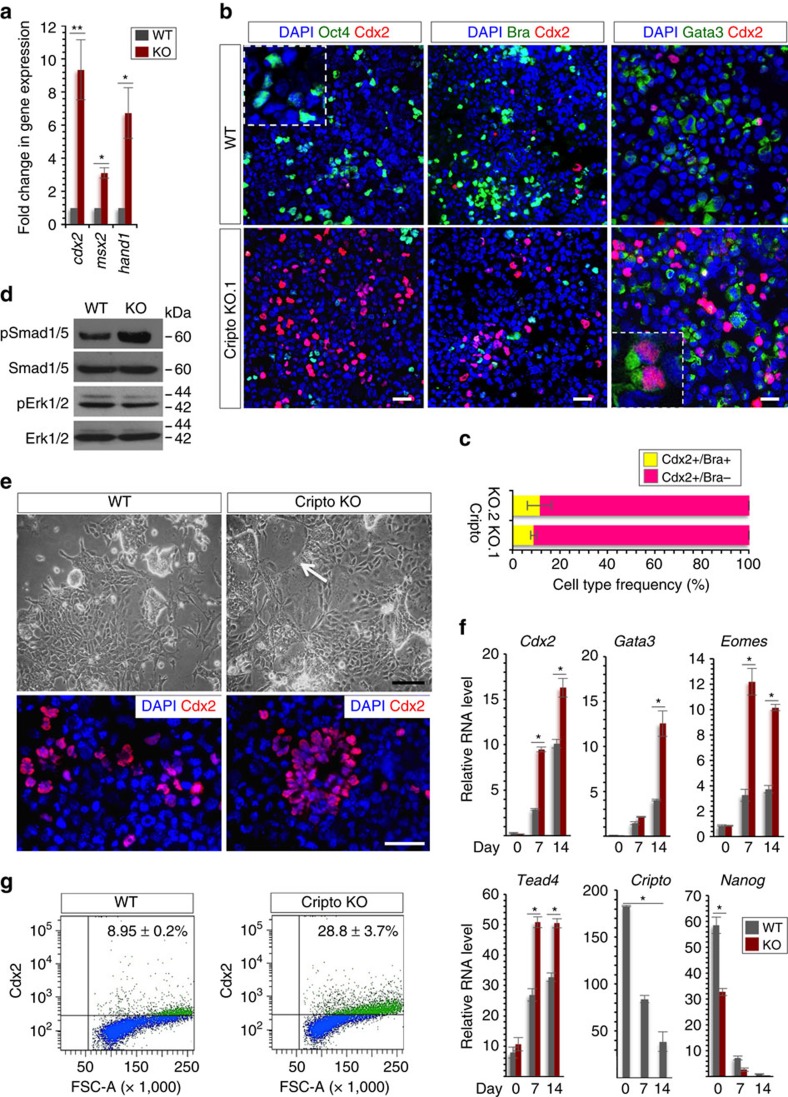
Cripto depletion attenuates ESC differentiation potential towards embryonic lineages *in vitro*. (**a**) qPCR analysis of *Cdx2*, *Msx2* and *Hand1* trophoblast markers in WT and Cripto KO ESC→EpiSC transition (day 6). Data are shown as fold change compared with ESCs after normalization to *Gapdh* and are mean±s.e.m. (*n*=3; *P<0.01). (**b**) Representative pictures of Oct4/Cdx2, Bra/Cdx2 and Gata3/Cdx2 double immunostaining of F/A WT and Cripto KO (clone KO.1) cytospinned cells. Inserts are higher magnification images of selected areas. Nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI). Scale bar, 75 μm. (**c**) Quantification of Cdx2+/Brachyury± cells distribution. Data are expressed as percentage over total number of Cdx2+ cells (*n*≈300) on two independent Cripto KO ESC clones (KO.1 and KO.2) and are mean±s.e.m. (*n*=3). (**d**) Western blot analysis of pSmad1/5 and pErk1/2 protein levels in F/A WT and Cripto KO cells. Smad1/5, Erk1/2 were used as loading controls. (**e**) Photomicrographs of TSC colonies (top panels) and Cdx2 immunostaining in cytospinned cells (bottom panels) (scale bar, 75 μm) generated by WT and Cripto KO ESCs. White arrow indicates a trophoblastic giant cell (scale bar, 100 μm). (**f**) qPCR analysis of TE and pluripotency markers at different time points of WT and Cripto KO TSC differentiation. Relative RNA level was normalised to *Gapdh*; data are mean±s.e.m. (*n*=3; P*<0.01). (**g**) FACS-based quantification of Cdx2-positive cells at 2 weeks of ESC to TSC differentiation. Data are mean±s.e.m. (*n*=3).

**Figure 6:**
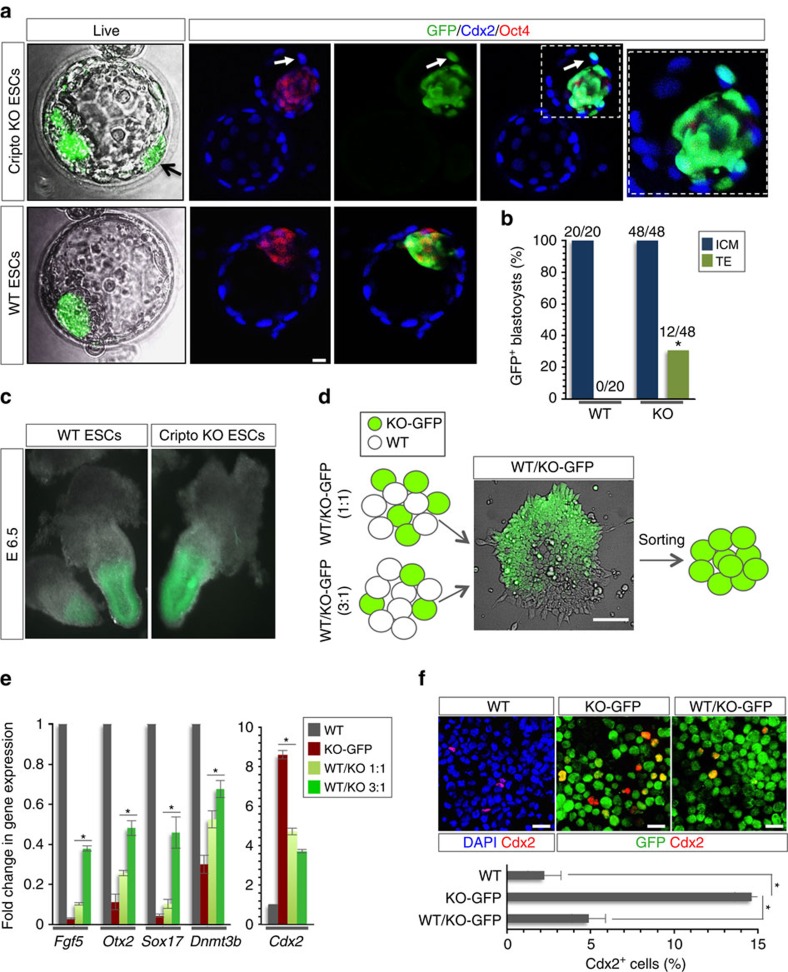
Cripto depletion attenuates ESC differentiation potential towards embryonic lineages *in vivo.* (**a**) Chimeric blastocysts from GFP-labelled WT and Cripto KO ESCs by live confocal microscopy imaging (original magnification × 20) and whole-mount immunostaining against GFP, Cdx2 and Oct4; arrow marks GFP^+^ TE cells (scale bar, 10 μm). (**b**) Frequency of blastocysts with GFP^+^ ICM and TE cells from WT (blastocysts *n*=20) and Cripto KO (blastocysts *n*=48) ESCs. Fisher's exact test *P<0.05. (**c**) Representative pictures by AXIOZoom.V16 Zeiss microscopy (original magnification × 10) of chimeric embryos from GFP-labelled WT and Cripto KO ESCs injected into morula and dissected at E6.5. (**d**) Schematic representation of the experimental procedure and representative picture of co-culture WT and Cripto KO colony. (**e**) Effect of F/A on the expression of selected markers in WT, Cripto KO ESCs and WT ESCs mixed at 1:1 and 3:1 ratios with Cripto KO-GFP ESCs. Relative RNA level was normalized to *Gapdh*; data are mean±s.e.m. (*n*=3; P*<0.01). (**f**) Representative pictures of 4,6-diamidino-2-phenylindole (DAPI)/Cdx2 and GFP/Cdx2 double immunostaining (upper panels; scale bar, 75 μm) and quantification of Cdx2+ cells (bottom panel; ∼100 cells per condition) of F/A WT, Cripto KO and WT/Cripto KO cytospinned cells mixed at 3:1 ratio. Data are mean±s.e.m. (*n*=3; P*<0.01).

**Figure 7:**
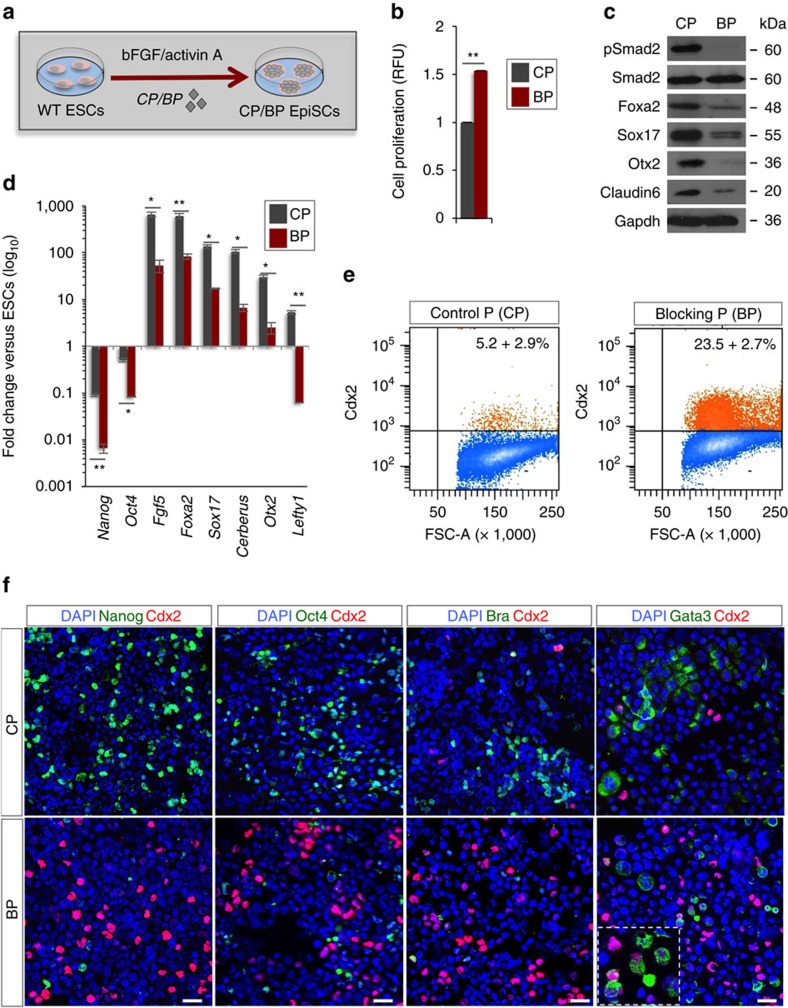
Pharmacological inhibition of Cripto signalling prevents ESC→EpiSC transition. (**a**) Schematic representation of the experimental procedure. (**b**) Proliferation of CP/BP-treated cells measured by the CyQuant assay and expressed as RFU. (**c**) Western blot analysis of pSmad2, Foxa2, Sox17, Otx2 and Claudin6 in CP/BP-treated F/A cells. Smad2 and Gapdh were used as a loading control. (**d**) Gene expression profiles of selected markers in CP/BP-treated F/A EpiSCs. Data are shown as fold change compared with ESCs (serum/LIF) after normalization to *Gapdh* and are mean±s.e.m. (*n*=3; *P<0.01 and **P<0.005). (**e**) FACS quantification of Cdx2^+^ cells in CP/BP-treated cultures. Data are mean are mean±s.e.m. (*n*=3). (**f**) Representative pictures of Nanog/Cdx2, Oct4/Cdx2, Bra/Cdx2 and Gata3/Cdx2 double immunostaining of CP/BP-treated cytospinned cells (scale bar, 75 μm). Inserts are higher magnification images of selected areas. Nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI).

**Figure 8:**
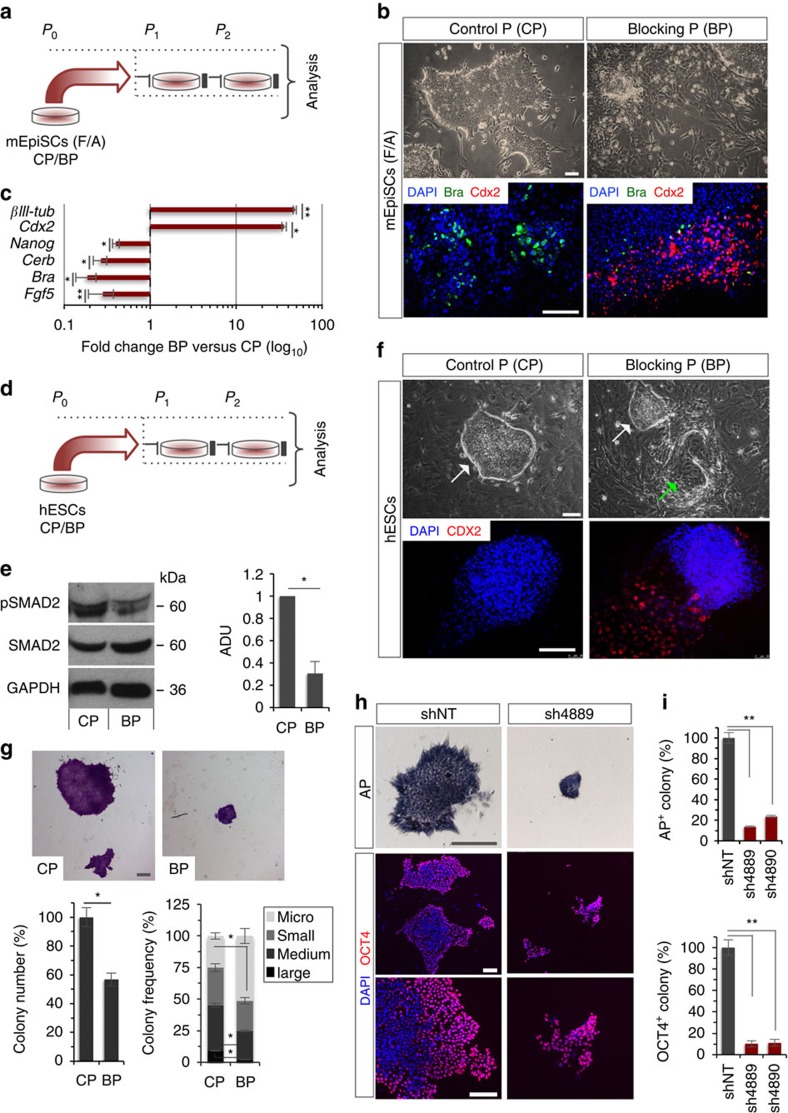
Cripto is required for maintenance of mouse and human primed pluripotent stem cell states. (**a**) Schematic representation of the experimental procedure. (**b**) Representative photomicrographs of brightfield (scale bar, 100 μm) CP/BP-treated F/A EpiSCs colonies (top panels) and immunostaining detection of Bra/Cdx2 (bottom panels) in F/A EpiSCs, after two passages with CP/BP. Nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI). (**c**) qPCR analysis of EPI -associated (*Fgf5*, *Brachyury* (*Bra*), *Cerberus* (*Cer*) and *Nanog*), trophoblast (*Cdx2*) and neural (*βIII-tubulin*) markers in BP/CP-treated F/A mEpiSCs. Data are expressed as fold change of BP versus CP after normalization to *Gapdh* and are mean±s.e.m. (*n*=3; *P<0.01 and **P<0.005). (**d**) Schematic representation of the experimental procedure. hESCs were passaged either on feeder layer or in Matrigel/feeder-free conditions and in the presence of CP/BP. (**e**) Western blot analysis of pSMAD2 protein levels in CP/BP-treated hESCs (1 week). SMAD2 and GAPDH were used as loading controls. The densitometric analysis is expressed in arbitrary unit (ADU) as the pSMAD2/SMAD2 ratio. (**f**) Representative phase contrast pictures (upper panels) of CP/BP-treated hESC colonies after two passages on feeder layer. White and green arrows indicate undifferentiated and differentiated colonies, respectively. Representative picture of CDX2 immunostaining (lower panels) in CP- and BP-treated hESCs. Nuclei were stained with DAPI. Scale bars, 100 μm. (**g**) Clonogenic assay of hESCs treated with CP and BP for two passages on Matrigel-coated plates. Representative pictures of CP- and BP-treated hESC colonies, stained with crystal violet (top panels). Scale bar, 200 μm. Colony number (bottom left panel) and phenotype frequency (bottom right panel). Data are mean±s.e.m. (≈100 colonies scored/condition; *P<0.01). (**h**) Representative photomicrographs of hESC colonies derived from shNT Control and sh4889 *CRIPTO* KD hESCs, and stained for AP (top panels; scale bar, 200 μm) or OCT4 (bottom panels; scale bar, 100 μm). (**i**) Quantification of AP+ (top panel) and OCT4+ (bottom panel) colonies. The number of AP+ and OCT4+ colonies is shown as percentage over shNT hESCs. Data are mean±s.e.m. (*n*=3; **P<0.005).

**Figure 9:**
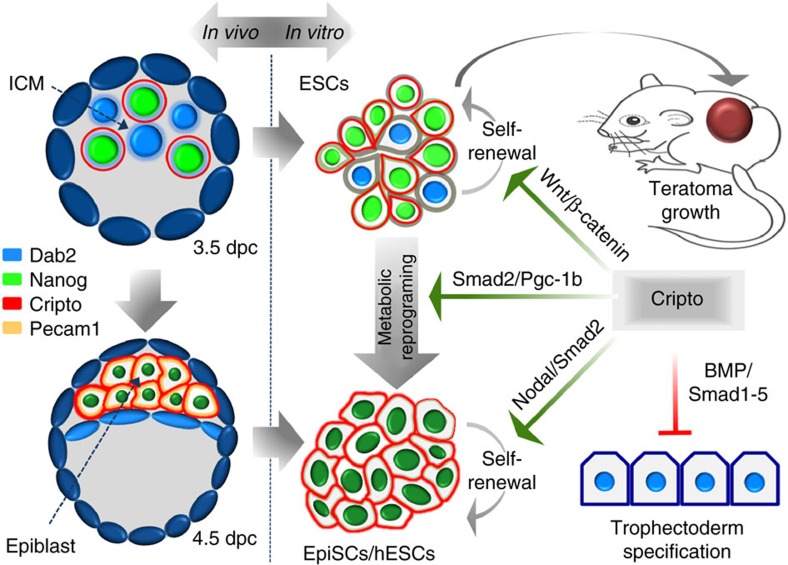
Schematic summary of Cripto activity in naive and primed pluripotent stem cell states. Cripto is one of the earliest EPI markers. Cripto-positive cells display a salt-and-pepper distribution and co-localize with Nanog-positive cells (light green) within the ICM of the pre-implantation blastocyst (E3.5). Next, *Cripto* expression becomes homogeneous in the late blastocyst (E4.5), marking all the cells of the EPI (dark green), whereas it is absent in both the TE (dark blue) and in the PrE (light blue). In mouse ESCs, surface Cripto is heterogeneous and highly dynamic and correlates with high levels of pluripotency markers. Moreover, Cripto regulates mouse ESC self-renewal by positively modulating the canonical Wnt/β-catenin pathway. Conversely, Cripto regulates the metabolic reprogramming that occurs in the transition from ESCs to EpiSCs, at least in part through the Nodal/Smad2/Pgc-1b axis. Finally, Cripto/Nodal/Smad2 sustains mouse EpiSC/hESC self-renewal and prevents transdifferentiation towards the trophoblast lineage, by repressing BMP/Smad1-5 signalling. Our findings place Cripto at the interface of the mouse and human pluripotency networks, and provide unprecedented evidence that it restricts ESC differentiation potential towards embryonic tissue.

# Supplementary material for: Cripto is essential to capture mouse epiblast stem cell and human embryonic stem cell pluripotency
**Source:** Nat Commun. 2016 Sep 2;7:12589. doi: 10.1038/ncomms12589
**Supplement:** Supplementary Data 4 — Sketch of the code used for carrying out RNA-Seq statistical analysis.

The project report of "Cripto is essential to capture mouse epiblast stem cell and human embryonic stem cell pluripotency"

## Supplementary file containing the sketches of the R code used in "Cripto is essential to capture mouse epiblast stem cell and human embryonic stem cell pluripotency"

### This report describes some main sketches of the R code used for the RNA-seq gene expression analysis. The analysis starts from the raw count file obtained by HTseq (version 0.6.1p1) and was performed using RNASeqGUI (version 0.99.3) inside an R console (version 3.1.0).

- The first step regards the usage of the Full Quantile Normalization procedure provided by the function "normalize.quantiles" of the "preprocessCore" package (version 1.28.0). To such purpose, in the Data Exploration Interface of RNASeqGUI, we loaded the count table, "T\_counts.txt", as input file, and we clicked the FQUA button. The normalized counts were saved in the "T\_counts.txt\_FQUA.txt" file.

We loaded the following count file: T\_counts.txt
.
This R code has been run:

```
  require(preprocessCore)
  x = read.table('T_counts.txt',header=TRUE,row.names=1)
  x=data.matrix(x, rownames.force = NA)
  the.file ='T_counts.txt'
  Project ='min'
  myfqua = normalize.quantiles(x,copy=TRUE)
```

- The second step consists in the usage of the Proportion test ("type3 <- TRUE" in the code below) as filtering procedure provided by the function "filtered.data" of the "NOISeq" package (version 2.8.0). Therefore, in the Filtering Interface, we loaded the normalized counts file (T\_counts.txt\_FQUA.txt) and we clicked the Filter button. 

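The proportion test asks, for each gene, whether its share of the counts lies above the share that the chosen cpm threshold stands for. As described in this supplement, it was applied to the normalized counts, so that a gene was judged by values that already had a common distribution in all libraries.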

Results were saved in the "Proportion\_T\_counts.txt\_FQUA.txt".

We loaded the following file: `/RNASeqGUI_Projects/min/Results/T_counts.txt_FQUA.txt`. We used the following settings:

conditions: `WT_F/A, WT_Serum/LIF, Cripto_K_F/A, Cripto_KO_Serum/LIF`
, type1:`FALSE`
, type2:`FALSE`
, type3:`TRUE`
, norm: `TRUE`
, Project:`min`
, cpm:`1`

This R code has been run:

```
 require(NOISeq)
 the.file='T_counts.txt_FQUA'
 x = read.table('/RNASeqGUI_Projects/min/Results/T_counts.txt_FQUA.txt',header=TRUE,row.names=1)
 the.file ='/RNASeqGUI_Projects/min/Results/T_counts.txt_FQUA.txt'
 Project ='min'
 conditions <- c('WT_F/A', 'WT_Serum/LIF', 'Cripto_K_F/A', 'Cripto_KO_Serum/LIF')
 type1 <- FALSE
 type2 <- FALSE
 type3 <- TRUE
 norm <- TRUE
 cpm <- 1
 depth = NULL
 for( i in 1:ncol(x) ){depth[i] = sum(x[,i])}
 filtered_x = filtered.data(x, factor = conditions, norm = norm, depth = depth, method = 3, cpm = cpm)
```

- The third step regards the analysis of differentially expressed genes. We used full the quantile filtered normalized counts (file Proportion\_T\_counts.txt\_FQUA.txt) to perform the analysis. We carried out four different comparisons, such as:

  WT\_F/A vs WT\_Serum/LIF,

  WT\_Serum/LIF vs Cripto\_KO\_Serum/LIF,

  Cripto\_KO\_F/A vs Cripto\_KO\_Serum/LIF,

  WT\_F/A vs Cripto\_KO\_F/A.

  For simplicity, we created four different count files from the Proportion\_T\_counts.txt\_FQUA.txt, such as:

  WT\_F/A\_WT\_Serum/LIF.txt,

  WT\_Serum/LIF\_Cripto\_KO\_Serum/LIF.txt,

  Cripto\_KO\_F/A\_Cripto\_KO\_Serum/LIF.txt,

  WT\_F/A\_Cripto\_KO\_F/A.txt,

  Each file above contains the samples to compare.

We opened the *Data Analysis Interface* of RNASeqGUI and then we opened the *NOISeq Interface*. For the first comparison, we loaded the following count file: `WT_F/A_WT_Serum/LIF.txt`. We used the following settings:
 prob: `0.95`, Project: `min`,
Tissue:  `WT_F/A, WT_Serum/LIF`,
TissueRun:  `1, 1`. 

This R code has been run:

```
 require(NOISeq)
 x = read.table('WT_F/A_WT_Serum/LIF.txt',header=TRUE,row.names=1)
 the.file ='WT_F/A_WT_Serum/LIF.txt'
 Project ='min'
 replicate_type ='technical'
 p='0.95'
 conditions= c('WT_F/A','WT_Serum/LIF') 
 TissueRuns= c('1','1')  
  p = as.numeric(p)
  myfactors = data.frame(Tissue = conditions, TissueRun = TissueRuns)
  mydata <- NOISeq::readData(data=x, factors=myfactors)
  mynoiseq = noiseq(mydata, k = 0.5, norm = 'rpkm', factor='Tissue', pnr = 0.2, nss = 5, v = 0.02, lc = 1, 
  replicates = replicate_type)
  list_DE_NOISEQ = subset(mynoiseq@results[[1]], prob > p) # select significant genes
```

- For the second comparison, we loaded the following count file: `WT_Serum/LIF_Cripto_KO_Serum/LIF.txt`. In the *NOISeq Interface*, we clicked the **Run NOISeq** button. We used the following settings:

prob: `0.95`, Project: `min`,
Tissue: `WT_Serum/LIF, Cripto_KO_Serum/LIF`,
TissueRun: `1, 1`.

This R code has been run:

```
 require(NOISeq)
 x = read.table('WT_Serum/LIF_Cripto_KO_Serum/LIF.txt',header=TRUE,row.names=1)
 the.file ='WT_Serum/LIF_Cripto_KO_Serum/LIF.txt'
 Project ='min'
 replicate_type ='technical'
 p='0.95'
 conditions= c('WT_Serum/LIF','Cripto_KO_Serum/LIF') 
 TissueRuns= c('1','1') 
  p = as.numeric(p)
  myfactors = data.frame(Tissue = conditions, TissueRun = TissueRuns)
  mydata <- NOISeq::readData(data=x, factors=myfactors)
  mynoiseq = noiseq(mydata, k = 0.5, norm = 'rpkm', factor='Tissue', pnr = 0.2, nss = 5, v = 0.02, lc = 1,
  replicates = replicate_type)
  list_DE_NOISEQ = subset(mynoiseq@results[[1]], prob > p) # select significant genes
```

- For the third comparison, we loaded the following count file:  `Cripto_KO_F/A_Cripto_KO_Serum/LIF.txt`. In the *NOISeq Interface*, we clicked the **Run NOISeq** button. We used the following settings:

prob: `0.95`, Project: `min`,
Tissue:  `Cripto_KO_F/A, Cripto_KO_Serum/LIF`,
TissueRun:  `1, 1`.

This R code has been run:

```
 require(NOISeq)
 x = read.table('Cripto_KO_F/A_Cripto_KO_Serum/LIF.txt',header=TRUE,row.names=1)
 the.file ='Cripto_KO_F/A_Cripto_KO_Serum/LIF.txt'
 Project ='min'
 replicate_type ='technical'
 p='0.95'
 conditions= c('Cripto_KO_F/A','Cripto_KO_Serum/LIF') 
 TissueRuns= c('1','1') 
  p = as.numeric(p)
  myfactors = data.frame(Tissue = conditions, TissueRun = TissueRuns)
  mydata <- NOISeq::readData(data=x, factors=myfactors)
  mynoiseq = noiseq(mydata, k = 0.5, norm = 'rpkm', factor='Tissue', pnr = 0.2, nss = 5, v = 0.02, lc = 1,
  replicates = replicate_type)
  list_DE_NOISEQ = subset(mynoiseq@results[[1]], prob > p) # select significant genes
```

- For the fourth comparison, we loaded the following count file:  `WT_F/A_Cripto_KO_F/A.txt`. In the *NOISeq Interface*, we clicked the **Run NOISeq** button. We used the following settings:

prob: `0.95`, Project: `min`,
Tissue: `WT_F/A,Cripto_KO_F/A`,
TissueRun: `1 ,1`.

This R code has been run:

```
 require(NOISeq)
 x = read.table('WT_F/A_Cripto_KO_F/A.txt',header=TRUE,row.names=1)
 the.file ='WT_F/A_Cripto_KO_F/A.txt'
 Project ='min'
 replicate_type ='technical'
 p='0.95'
 conditions= c('WT_F/A','Cripto_KO_F/A') 
 TissueRuns= c('1','1') 
  p = as.numeric(p)
  myfactors = data.frame(Tissue = conditions, TissueRun = TissueRuns)
  mydata <- NOISeq::readData(data=x, factors=myfactors)
  mynoiseq = noiseq(mydata, k = 0.5, norm = 'rpkm', factor='Tissue', pnr = 0.2, nss = 5, v = 0.02, lc = 1, 
  replicates = replicate_type)
  list_DE_NOISEQ = subset(mynoiseq@results[[1]], prob > p) # select significant genes
```

Finally, since the output of NOISeq is not deterministic, for each comparison we run NOISeq ten times. 

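The function simulates 5 technical replicates of each library, each with a size of 0.2 of the original and a variability in size of 0.02, and counts for each gene how often the noise between them is smaller than the observed difference. The runs computed here used the seeds 0 to 9 in a separate implementation, so single runs do not correspond to those of the paper.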

Each time, we set a different seed. The seeds used are the following ones: the default value of R version 3.1.0, 10, 21, 33, 44, 55, 66, 77, 88, 99. Then, for each gene we calculated the mean of the ten posterior probabilities obtained so far. We considered a gene as differentially expressed across the samples if the mean of the ten posterior probabilities is greater or equal to 0.95.

All package versions loaded by RNASeqGUI at the time of the analysis are reported below.

```
R version 3.1.0 (2014-04-10)
Platform: x86_64-unknown-linux-gnu (64-bit)

locale:
 [1] LC_CTYPE=en_US.UTF-8       LC_NUMERIC=C              
 [3] LC_TIME=en_US.UTF-8        LC_COLLATE=en_US.UTF-8    
 [5] LC_MONETARY=en_US.UTF-8    LC_MESSAGES=en_US.UTF-8   
 [7] LC_PAPER=en_US.UTF-8       LC_NAME=C                 
 [9] LC_ADDRESS=C               LC_TELEPHONE=C            
[11] LC_MEASUREMENT=en_US.UTF-8 LC_IDENTIFICATION=C       

attached base packages:
[1] splines   parallel  stats     graphics  grDevices utils     datasets 
[8] methods   base     

other attached packages:
 [1] car_2.0-21                NOISeq_2.8.0             
 [3] ineq_0.2-13               e1071_1.6-4              
 [5] ReportingTools_2.4.0      RSQLite_0.11.4           
 [7] DBI_0.3.1                 knitr_1.6                
 [9] Rsubread_1.14.2           digest_0.6.4             
[11] scatterplot3d_0.3-35      preprocessCore_1.28.0    
[13] leeBamViews_1.0.0         EDASeq_1.10.0            
[15] aroma.light_2.0.0         matrixStats_0.10.0       
[17] ShortRead_1.22.0          GenomicAlignments_1.0.6  
[19] BSgenome_1.32.0           RColorBrewer_1.0-5       
[21] gplots_2.14.2             pasilla_0.4.0            
[23] DEXSeq_1.10.8             BiocParallel_0.6.1       
[25] DESeq2_1.4.5              RcppArmadillo_0.4.450.1.0
[27] Rcpp_0.11.3               Rsamtools_1.16.1         
[29] Biostrings_2.32.1         XVector_0.4.0            
[31] GenomicFeatures_1.16.3    AnnotationDbi_1.26.1     
[33] Biobase_2.24.0            GenomicRanges_1.16.4     
[35] GenomeInfoDb_1.0.2        IRanges_1.22.10          
[37] BiocGenerics_0.10.0       RGtk2_2.20.31            
[39] RNASeqGUI_0.99.3         

loaded via a namespace (and not attached):
 [1] acepack_1.3-3.3          annotate_1.42.1          AnnotationForge_1.6.1   
 [4] base64enc_0.1-2          BatchJobs_1.4            BBmisc_1.7              
 [7] biomaRt_2.20.0           biovizBase_1.12.3        bitops_1.0-6            
[10] brew_1.0-6               Category_2.30.0          caTools_1.17.1          
[13] checkmate_1.4            class_7.3-10             cluster_1.15.2          
[16] codetools_0.2-8          colorspace_1.2-4         DESeq_1.16.0            
[19] dichromat_2.0-0          edgeR_3.6.8              evaluate_0.5.5          
[22] fail_1.2                 foreach_1.4.2            foreign_0.8-61          
[25] formatR_1.0              Formula_1.1-2            gdata_2.13.3            
[28] genefilter_1.46.1        geneplotter_1.42.0       ggbio_1.12.10           
[31] ggplot2_1.0.0            GO.db_2.14.0             GOstats_2.30.0          
[34] graph_1.42.0             grid_3.1.0               gridExtra_0.9.1         
[37] GSEABase_1.26.0          gtable_0.1.2             gtools_3.4.1            
[40] Hmisc_3.14-5             hwriter_1.3.2            iterators_1.0.7         
[43] KernSmooth_2.23-12       lattice_0.20-29          latticeExtra_0.6-26     
[46] limma_3.20.9             locfit_1.5-9.1           markdown_0.7.4          
[49] MASS_7.3-35              Matrix_1.1-4             munsell_0.4.2           
[52] nnet_7.3-8               PFAM.db_2.14.0           plyr_1.8.1              
[55] proto_0.3-10             RBGL_1.40.1              RCurl_1.95-4.3          
[58] reshape2_1.4             R.methodsS3_1.6.1        R.oo_1.18.0             
[61] rpart_4.1-8              rtracklayer_1.24.2       R.utils_1.33.0          
[64] scales_0.2.4             sendmailR_1.2-1          statmod_1.4.20          
[67] stats4_3.1.0             stringr_0.6.2            survival_2.37-7         
[70] tools_3.1.0              VariantAnnotation_1.10.5 XML_3.98-1.1            
[73] xtable_1.7-4             zlibbioc_1.10.0
```

How the deposited data were processed for this re-analysis (not part of the article)

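RNA of 4 cultures of R1 mouse ESCs was sequenced, WT and Cripto KO cells in serum/LIF or after 6 days in F/A, with 1 library per condition. The authors aligned paired-end reads with TopHat2 2.0.13 to mm9 (NCBIM37), counted them per gene with htseq-count 0.6.1p1 in the mode intersection-nonempty on the annotation of Ensembl 67, and deposited the raw count of each gene in each library. The strand option of the counting is not named in the paper's text. The authors also deposited a signal derived from these counts, the full quantile-normalized values from preprocessCore 1.28.0 for the genes kept by the proportion filter of NOISeq 2.8.0 at 1 cpm, run through RNASeqGUI 0.99.3. Each column of both tables was matched to its culture by its name, 0 columns were left without a sample, and 0 rows named no gene. Gene symbols, biotypes, coordinates and transcript lengths were taken from an annotation of the same build by Ensembl 65, which named 37205 (98.9%) of the genes in the raw table and 15424 (99.8%) of those kept. A table of GRCm38 gene names was used for older symbols only. The length of a gene is the median length of its annotated transcripts.

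The comparisons were F/A against serum/LIF within WT and within Cripto KO, and Cripto KO against WT within F/A and within serum/LIF. Log2 changes were computed from the normalized values with 0 replaced by 0.5. Calls followed the paper's methods, with NOISeq-sim written anew in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, with 5 simulated replicates per library, a replicate size of 0.2 of the library, a variability of 0.02, and the mean probability of the seeds 0 to 9. A gene was called at a fold of at least 2 and a mean probability of at least 0.95. The simulated libraries were scaled by their own totals, the version written before the data were examined, as were the lists of genes, the rule for named genes and the other main settings. After the calls had been compared with the paper's Supplementary Data 1 and 2, 3 more versions were computed, with scaling by the full library totals, with a replicate size of 1, and with a variability of 0, so that 4 versions were tried in all. The version with the full library totals came closest to the paper's probabilities, and it is reported as an alternative because it was chosen after that comparison. The fold of a single gene carries a 95% Clopper-Pearson interval from raw counts scaled by library totals, with the counts of F/A Cripto KO divided by 2 because nearly all of them are even. The detection limit was 3 counts, and 6 counts in F/A Cripto KO. No p-value across genes was computed, since genes are not replicates.

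The library totals ran from 15230856 to 17315442 counts, and intervals are wide for genes with few counts and narrow for abundant genes. The matched random lists were drawn from 20 bins of mean expression, or from 10 bins each of mean expression and of transcript length or GC content. The lists were OXPHOS subunits, the genes shown in Fig. 3e and Fig. 4c, glycolysis, the Hox genes, targets of Nodal, BMP and Wnt signalling, markers of trophoblast, mesoderm, posterior progenitors, neural cells, primitive endoderm, naive pluripotency and fibroblasts, and subunits of the cytosolic ribosome, the mitochondrial ribosome and the proteasome with the mitochondrially encoded genes. They were written after parts of the paper's supplementary tables and figures had been read. Genes were named by rule when the paper names them for its sequencing data, when they are the knocked-out gene, or when they are among the 3 called genes with the largest log2 change in a direction, with 0 replaced by 0.5, and at least 200 raw counts in the higher library. Other genes are marked as named after their values were seen.

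The alternatives planned with these settings were total-count scaling, the TMM factors of edgeR 4.0.16 and the size factors of DESeq2 1.42.0 (R 4.3.3), 5 added to every value, a mean of at least 50 raw counts, no filter, protein-coding genes only, the fold threshold alone, a fold of at least 3, a single run, random lists matched on length, and the OXPHOS subunits not shown in Fig. 4c. Added after seeing the data were the 3 versions of the simulation, the counts of F/A Cripto KO halved before normalization, log2 changes minus their running median over transcript length, and the use of these settings for gene lists and comparisons beyond those first planned. The calling, the matched lists and the intervals were tested on simulated data. A shift of 0.8 planted in a list of 79 genes was recovered as 0.822, 2.5% of 200 lists without a shift fell outside the central 95%, and 96.5% of 2000 intervals held the true ratio. Figures were drawn with matplotlib 3.10.9. Gene Ontology and KEGG enrichments were not analysed here.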

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

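Counting error was tested for the genes with opposite changes, the genes called in serum/LIF, and Dlk1 and Meg3. These tests, the test of loss of the Y chromosome, and the tests of the normalization for the genes called in serum/LIF and for Dlk1 and Meg3 were chosen only after the results were seen. No difference between the genotypes in this part was tested against replicates, since each condition has 1 library, and Cripto genotype is confounded with the clone and the culture that each library came from.

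Among genes with at least 200 raw counts in 1 library, 5 changed at least 2-fold in opposite directions in the WT and Cripto KO transitions. Hoxb9 and Meg3 fall under the rule for named genes, and the others were named after their values were seen. The log2 change in WT and Cripto KO was −1.36 and 1.57 for Emid2, −1.37 and 3.00 for Hoxb9, 1.10 and −3.08 for Meg3, −1.85 and 2.26 for Crabp1, and −1.004 and 1.22 for Ptges. The difference between the genotypes was not tested. The counting intervals excluded no change in both transitions for 5 of the 5 genes, and in 100 sets of 4 libraries simulated with the same change in both genotypes, the largest number of such genes was 0, which argues against counting error. Under each of 3 scalings of the raw counts in place of the quantile normalization, 4 of the 5 kept at least 2-fold opposite changes and Ptges did not. A difference between the clones other than Cripto, a difference between the cultures and an effect of Cripto all stay open for the other 4 genes.

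The 5 Nodal target genes, of which none is shown in Fig. 3e or Fig. 4c and all 5 had at least 50 counts in F/A WT, moved apart between the genotypes. Only 3 of the 5 reached 50 counts in serum/LIF WT, on which the difference between the transitions also rests. Raw counts are given below for 4 of the 5. The median difference between the log2 changes of the Cripto KO and WT transitions was −2.52, and 95% of the random lists lay between −0.61 and 0.60. By the normalized values 4 of the genes had a negative difference, while that of Gsc was 0.88, whose sign is undetermined because Gsc had 1 raw count in serum/LIF Cripto KO. The median was the same with Gsc placed at its bound, and it ran from −2.73 to −1.92 over the alternatives. The difference came from both cultures, with a median log2 ratio of Cripto KO to WT of −1.31 in F/A, where 5 of 5 genes were lower, and of 1.57 in serum/LIF, where 4 of 5 were higher. Raw counts in F/A WT, serum/LIF WT, F/A Cripto KO and serum/LIF Cripto KO were 1200, 684, 380 and 2330 for Lefty1, 571, 442, 238 and 1224 for Lefty2, 721, 547, 572 and 770 for Nodal, and 227, 7, 54 and 1 for Gsc, each named after its values were seen. Against random lists matched on transcript length as well, the median in F/A of −1.31 lay outside the range of −0.35 to 0.47, which argues against the length trend between the libraries as the whole cause. That Nodal signalling is lower in F/A and higher in serum/LIF without Cripto is a hypothesis these libraries may prompt, and a difference between the clones remains open and untested. For F/A, the paper reports reduced Smad2 phosphorylation in Cripto KO cells and in cells given a peptide that blocks Cripto.

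Between Cripto KO and WT in serum/LIF, a comparison that Supplementary Data 4 lists and the paper's text does not report, 30 genes were called, 15 higher and 15 lower. By the rule for named genes, the largest increases were those of Gm15396 (45 raw counts in WT and 323 in Cripto KO, log2 ratio 3.12), Miip (41 and 252, 2.94) and Slc23a1 (53 and 260, 2.59), and the largest decreases those of Tdgf1, Ube1y1 (360 and 32, −3.39) and Mest (688 and 84, −2.92). In 5 pairs of libraries simulated without a change, the largest number of called genes was 0, which argues against counting error. The smallest number called over the 3 scalings of the raw counts was 28, so the number of calls did not depend on the quantile normalization. This count does not show whether the same genes were called. Differences between clones, cultures and genotype remain open.

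Transcripts of the Y chromosome, on which the paper does not report, were lower in both Cripto KO libraries. Over the 5 Y-linked genes with enough counts in serum/LIF, each named after its values were seen, the median log2 ratio of Cripto KO to WT was −1.78, and in F/A, where 3 of them gave a fold, it was −2.12. The Cripto KO level in serum/LIF and F/A was 34.4% and 23.1% of WT for Uty, 29.1% and 21.4% for Ddx3y, and 29.0% and 29.3% for Eif2s3y. Loss of the Y chromosome in part of the Cripto KO cells would lower these 3 genes alike in both cultures, and the largest difference between the cultures in the log2 ratio of a gene was 0.58. A lower transcription of these genes in the Cripto KO clone would also give similar ratios in both cultures, so this value does not decide between them. Ube1y1, at 9.57% in serum/LIF with an upper limit of the ratio of 0.136, was lower than a loss shared with the other genes gives, and Gm3395 was at 49.8%. No genomic data were analysed here, and both explanations stay open.

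The imprinted region on chromosome 12 differed between the F/A libraries, which the paper does not report. Dlk1 had a log2 ratio of F/A Cripto KO to F/A WT of 4.91, from 105 raw counts in WT to 3098 in Cripto KO, and Meg3 one of −4.52, from 9569 to 472. Rian decreased from 6330 to 472 counts and Mirg from 300 to 24, while Rtl1 had 48 and 34 and Dio3 86 and 68. Apart from Dlk1 and Meg3, these genes were named after their values were seen. In serum/LIF the ratios of Cripto KO to WT were nearer to 1, although those of Meg3 (0.792, 95% interval 0.777 to 0.844), Rian (0.822, 0.793 to 0.863) and Mirg (0.740, 0.575 to 0.836) were below 1 as in F/A, with raw counts of 137 and 124 for Dlk1, 5190 and 3947 for Meg3, 4911 and 3816 for Rian and 293 and 191 for Mirg. Over 100 pairs of libraries simulated without a change, the largest absolute log2 ratio of a gene with at least 200 counts was 0.79, which argues against counting error, and over the 3 scalings the smallest absolute log2 ratio of Dlk1 and Meg3 was 4.36, which argues against the normalization. A candidate explanation is a change of imprinting at this region in the Cripto KO culture during F/A, for which no methylation data were analysed here, and whether it belongs to the genotype, the clone or this culture was not tested.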

How the results depend on the processing

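The settings with the simulated libraries scaled by the full library totals, the replicate size of 1, the variability of 0, the halved counts of F/A Cripto KO, the subtraction of the running median over transcript length, and the settings for comparisons of the genotypes and for lists other than OXPHOS and Hox were chosen only after the results were seen. No paired analysis was possible because each condition has 1 library, and for the same reason no replicate was left out.

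Of the values that answer a comparison, 122 stayed within 1.5 times of the count or on the same side of the random lists, 28 moved and 1 became weaker. With the fold threshold alone, the calls rose to 6662 in WT, 6077 in Cripto KO, 4943 in both, 1719 in WT only, 1134 in Cripto KO only, 1590 between the genotypes in F/A and 867 in serum/LIF, since a criterion was removed. Against these stood 2483, 2159, 1631, 852, 528, 141 and 30 calls with both thresholds. With a fold of at least 3, calls in WT only fell to 565 and those in F/A to 90. With a replicate size of 1 in the simulation, the calls were 4248, 3769, 2858, 1390, 911, 419 and 87 in the order given above. With the full library totals, 2501 genes were called in both transitions, 249 in F/A and 57 in serum/LIF. The cause was not tested for either setting of the simulation. With 5 added to every value, 254 genes were called in F/A and 47 in serum/LIF, and with a mean of at least 50 raw counts 231 in F/A; the cause was not tested. At the log10 threshold of 0.2, 865 genes were higher and 1151 lower with a mean of at least 50 counts, and 3232 and 3626 without a filter, where fewer and more genes of low count are compared, and 72 and 69 with both thresholds instead. The share of higher genes among the calls ran from 51.3% to 59.6% in WT and from 50.7% to 58.8% in Cripto KO, and the median log2 change of all genes lay between −0.09 and 0.01 in the 4 comparisons under the 3 scalings, the added value, the halved counts and the filters on counts, and was not computed for the other settings.

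The 8 markers were lower in F/A Cripto KO under each of the 5 alternatives, and the Hox median stayed between 2.92 and 3.56 over 6. The OXPHOS medians kept their direction over 8 alternatives, between −1.21 and −0.66 in WT, between −0.45 and −0.21 in Cripto KO and between 0.40 and 0.79 for the difference. For the subunits not shown in Fig. 4c the Cripto KO median of −0.21 fell inside the random lists, and the cause was not tested.

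Of the lists and single genes beyond these, 269 values stayed the same, 6 became stronger, 2 weaker and 13 reversed, all of the latter with medians near 0. Trophoblast markers in F/A (0.10 by the normalized values) had medians of −0.017 with total-count scaling, −0.0062 with the size factors of DESeq2 and −0.073 with length subtracted. The difference between transitions for neural markers (−0.01) became 0.0079, 0.028 and 0.0052 with total-count, TMM and DESeq2 scaling and 0.11 with length subtracted. The mitochondrially encoded genes in F/A (−0.03) became 0.088, 0.12 and 0.10 under the 3 scalings, and their difference between transitions 0.20, 0.22 and 0.20. The cause was not tested. Depth limits the Hox genes and the genes with few counts: a call needs a probability that low counts rarely give, and of simulated 4-fold changes 74.5% were called, against 91.9% at a mean of at least 200 counts, or 88% and 100% with the full library totals. The simulated changes were drawn from genes with a mean of at least 20 counts, so these shares do not apply to genes under that mean.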

Differences from the paper's values

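With the main setting, none of the values set beside the paper's differed by more than 1.5 times. Under some alternatives they did, among them the fold threshold alone, a fold of at least 3, and folds of single genes with 5 added. The calls were 2483 in WT and 2159 in Cripto KO against the paper's about 3000 each, 1631 in both against the paper's 2300, 852 in WT only against the paper's 979, and 528 in Cripto KO only against the paper's 700. These calls include all biotypes, whereas the paper gives its about 3000 and its 979 as protein-coding genes. Among protein-coding genes the calls were 2386, 2073, 1571, 815 and 502 in the same order. Among the alternatives set before the data were examined, adding 5 to every value gave 3292, 2802, 2111, 1181 and 691, and a mean of at least 50 raw counts gave 3092, 2663, 1993, 1099 and 670, and no filter gave 2835, 2505, 1905, 930 and 600, while the fold threshold alone and a fold of at least 3 led away from the paper's values in all 5 counts. With the simulated libraries scaled by the full library totals, a setting chosen after seeing the values, the counts were 3668, 3202, 2501, 1167 and 701, and 3425, 2999, 2351, 1074 and 648 for protein-coding genes.

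Genes that the paper calls were not all called here. Of the 1919 genes matched in the copy of Supplementary Data 1, 25.7% had a probability under 0.95, and of the 1909 matched in Supplementary Data 2 29.3%, whereas under the full library totals, chosen after seeing the values, these shares were 0.782% and 3.20%. A replicate size of 1, also chosen after seeing the values, gave 3.80% and 3.61%, and a variability of 0 gave 25.1% and 28.3%. Of the 42 genes drawn as downregulated in WT in Fig. 4c, 35 were called in WT only, and 42 under the full library totals. Slc39a2, Slc44a5 and Slc16a4 were called in WT under the full library totals but not with the main setting.

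The paper describes the respiratory chain genes as not varying in Cripto KO cells. Here 69 of 78 subunits, and 42 of the 42 genes drawn as downregulated in Fig. 4c, were lower in F/A than in serum/LIF in Cripto KO as well, with medians of −0.45 and −0.57. At the fold and probability thresholds, however, only 2 of the 78 subunits and 0 of the 42 genes were called lower in Cripto KO. The difference from the paper therefore lies in decreases that did not pass these thresholds. Fig. 4c also draws Mct4 as upregulated in WT. In the table of gene names used here Mct4 is a name of Slc16a3, which had a log2 change of −0.18 in WT (ratio 0.885, 95% interval 0.883 to 1.03), while Slc16a4, which Supplementary Data 1 lists as higher, had one of 2.58, so the direction depends on which gene the label stands for.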

Other observations

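The test of transcript length for the OXPHOS subunits was chosen only after the result was seen.

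The smaller decrease in the Cripto KO transition was not limited to OXPHOS subunits. Median log2 changes in WT and Cripto KO were −0.92 and −0.20 for 79 genes of the cytosolic ribosome, −0.87 and −0.29 for 72 of the mitochondrial ribosome, −0.54 and 0.02 for 38 of the proteasome and −0.90 and −0.22 for 19 of the 20 genes of glycolysis and lactate transport, of which 1 is shown in Fig. 4c. The median difference between the transitions was 0.68, 0.58, 0.51 and 0.45 for these lists, and in F/A alone the median log2 ratio of Cripto KO to WT was 0.53, 0.40, 0.39 and 0.22. Several ribosomal genes have near-identical pseudogenes, so their counts are uncertain. For the 12 mitochondrially encoded genes the medians were −0.44 and −0.43. In the longest eighth of the genes by transcript length the median log2 change was 0.55 in WT and 0.14 in Cripto KO, and in the shortest −0.55 and −0.17. A trend with transcript length between the libraries could therefore account for part of the OXPHOS result. Against lists matched on expression and length, however, the OXPHOS difference of 0.79 lay above the range of 0.16 to 0.42, and against lists matched on GC content above that of −0.11 to 0.18. The smallest difference over the 3 scalings of the raw counts was 0.75. These values argue against length, GC content or the quantile normalization as the whole cause. The excess over length was not specific to the OXPHOS subunits. The differences of the cytosolic ribosome (0.13 to 0.40), mitochondrial ribosome (0.089 to 0.35), proteasome (0.10 to 0.47) and glycolysis (−0.09 to 0.44) also lay above their length-matched ranges. That of the mitochondrially encoded genes did not, at −0.0026 inside the range of −0.027 to 0.69. In F/A alone the glycolysis ratio of 0.22 lay inside its length-matched range of −0.063 to 0.37. A regulation of the subunits that depends on Cripto, and a difference between the clones or in RNA quality, stay open as untested hypotheses.

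Nearly all raw counts of F/A Cripto KO are even. If each read pair had been counted in duplicate, the library would hold the reads of 0.5 of its total, and the other 3 libraries thinned to that total would show 19620 genes with counts on average (19476 to 19816). Thinned to the full total, serum/LIF WT and serum/LIF Cripto KO would show 21190 and 20948, and F/A WT, whose own total is smaller, showed 20801 without thinning. The library showed 18700, which is closer to the values at the smaller depth and below them, and this is consistent with each pair having been counted in duplicate. Halving the counts before the normalization left 2274 calls in WT and 2014 in Cripto KO. The normalization then gave every library the same distribution again, so the simulated noise of F/A Cripto KO did not fall to the smaller depth. This setting therefore cannot show how duplicate counting would change the calls.

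Tdgf1 counts remained in both Cripto KO libraries, with log2 changes from serum/LIF to F/A of −3.40 in WT and −3.42 in Cripto KO. WT cells mixed into the cultures would set the same lower limit for every transcript, and of 9539 genes with at least 200 counts in serum/LIF WT, 0 had a ratio whose interval lay below that of Tdgf1, as did 0 of 9282 in F/A. Mixing with a small share of WT cells and a residual transcript from the disrupted gene cannot be told apart, because no other gene sets a lower limit.

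Of the targets of BMP signalling, 7 of 7 were higher in F/A Cripto KO, with a median log2 ratio of 1.31, outside the range of length-matched random lists (−0.30 to 0.45), and the median difference between the transitions was 0.70. For the protein, the paper reports more Smad1/5 phosphorylation in F/A Cripto KO than in F/A WT. The counts of Id2, named after its values were seen, were 403 in F/A WT, 291 in serum/LIF WT, 1676 in F/A Cripto KO and 921 in serum/LIF Cripto KO. The Hox median of 3.57 also lay outside the length-matched range of −0.34 to 0.30. The length trend between the libraries therefore may not be the whole source of either result. Whether the genotype, the clone or the culture underlies them was not tested. The 5 Wnt targets, of which Lef1 had been seen in a supplementary table when the list was written, had a median of 0.75 in F/A and −0.19 in serum/LIF, and a difference of 0.95.

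Marker lists of other cell types were compared between F/A Cripto KO and F/A WT. None of their genes was shown in Fig. 3e or Fig. 4c, or was in another list. Of 16 trophoblast markers 10 passed the filter, 5 of them with at least 50 counts in F/A WT. Their median log2 ratio was 0.10 (percentile 69.2 of the random lists) and 0.04 without the 1 gene at the detection limit in both libraries, with 6 higher and 4 lower. The difference between the transitions was 0.82 (1.20 with genes at the limit at their bound), at percentile 99.6 (random lists −0.63 to 0.58), with a log2 ratio of −0.55 in serum/LIF, at percentile 0.09. Elf5 had 2, 0, 0 and 0 raw counts in F/A WT, serum/LIF WT, F/A Cripto KO and serum/LIF Cripto KO, Tcfap2c 110, 1191, 160 and 705, Krt7 769, 71, 802 and 19, and Tead4 705, 520, 562 and 482, each named after its values were seen. The median was 1.05 for 15 of 18 mesoderm markers, 13 of them higher, with 7 at 50 counts or more in F/A WT and a difference between transitions of 0.92, and 0.78 for 6 of 7 posterior progenitor markers, 4 of them at 50 counts or more, with a difference of 0.37, or 0.35 with genes at their bound. The median was 0.24 for 4 of 12 neural markers, of which 3 reached 50 counts in F/A WT, 0.08 for 8 of 11 primitive endoderm markers (0.25 without the gene at the limit in both libraries, with a difference of 0.53, or 0.85 at the bound), of which 5 reached 50 counts, and 0.79 for 8 of 9 fibroblast genes, of which 6 did, with a difference of 0.83. Among the random lists, the F/A medians lay at percentile 100 for mesoderm (−0.40 to 0.35) and fibroblast genes (−0.37 to 0.38). They lay at 99.1 for posterior progenitor (−0.67 to 0.61), 81.1 for neural and 64.3 for primitive endoderm markers. For naive pluripotency, 10 of 11 genes, 3 of them with at least 50 counts in F/A WT, had a median of −8.06 in WT and −9.20 in Cripto KO, or −7.59 in Cripto KO with genes at the limit at their bound, and the median in F/A was −0.55, or −0.37 over 8 genes with those at the limit at their bound or left out. The difference was −0.56, or 0.13 at the bound. No cell type was assigned from these values.

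Several genes that the paper measures by other methods had the following values in the sequencing data, and they were named after their values were seen unless the paper names them for its sequencing. Ppargc1b, the gene of Pgc-1b, which the paper reports as higher in F/A Cripto KO by qPCR, had 110 raw counts in F/A WT and 114 in F/A Cripto KO, a log2 ratio of 0.06 (95% interval of the ratio 0.715 to 1.39). Cox7a1 had 7 counts in F/A WT and 14 in F/A Cripto KO, a log2 ratio of 1.14 (0.579 to 6.47), so a difference was not detectable at this depth. In F/A, Msx2 rose with a log2 ratio of 2.06 (131 and 562 counts), Gata3 was at 0.06 (238 and 252, 0.819 to 1.28) and Eomes at −2.29 (1963 and 422). The paper's text reports Eomes and Gata3 RNA for cultures in trophoblast stem cell medium. In F/A it reports Gata3 protein in Cdx2-positive cells. The F/A values of Gata3 and Eomes RNA given here therefore do not test those results. Cldn6 had 4764 and 3358 counts in F/A, a log2 ratio of −0.51, and Lef1 844 and 1538, a log2 ratio of 0.87, against 209 and 90 in serum/LIF. Tdgf1 RNA was lower in F/A WT than in serum/LIF WT, while the paper reports more Cripto protein at the surface of WT EpiSCs.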
